# The Protective Effect of Edaravone on TDP-43 Plus Oxidative Stress-Induced Neurotoxicity in Neuronal Cells: Analysis of Its Neuroprotective Mechanisms Using RNA Sequencing

**DOI:** 10.3390/ph15070842

**Published:** 2022-07-08

**Authors:** Aki Soejima-Kusunoki, Kinya Okada, Ryuta Saito, Kazuhiko Watabe

**Keywords:** edaravone, TDP-43, transcriptome, amyotrophic lateral sclerosis, Nrf2

## Abstract

Edaravone is a free-radical scavenger drug that was recently approved for the treatment of amyotrophic lateral sclerosis (ALS), a neurodegenerative disease. A pathological hallmark of ALS is the accumulation of ubiquitinated or phosphorylated aggregates of the 43-kDa transactive response DNA binding protein (TDP-43) within the cytoplasm of motor neurons. This study revealed the efficacy of edaravone in preventing neuronal cell death in a TDP-43 proteinopathy model and analyzed the molecular changes associated with the neuroprotection. The viability of the neuronal cells expressing TDP-43 was reduced by oxidative stress, and edaravone (≥10 μmol/L) protected in a concentration-dependent manner against the neurotoxic insult. Differential gene expression analysis revealed changes among pathways related to nuclear erythroid 2-related-factor (Nrf2)-mediated oxidative stress response in cells expressing TDP-43. In edaravone-treated cells expressing TDP-43, significant changes in gene expression were also identified among Nrf2-oxidative response, unfolded protein response, and autophagy pathways. In addition, the expression of genes belonging to phosphatidylinositol metabolism pathways was modified. These findings suggest that the neuroprotective effect of edaravone involves the prevention of TDP-43 misfolding and enhanced clearance of pathological TDP-43 in TDP-43 proteinopathy.

## 1. Introduction

Amyotrophic lateral sclerosis (ALS) is a progressive and fatal neurodegenerative disease that leads to a loss of muscle control due to the degeneration of motor neurons within the brain and spinal cord. The typical clinical presentations of ALS include weakness and paralysis of muscles, speech dysfunction, and respiratory failure followed by death [1,2,3]. An excessive amount of free radicals and reactive oxygen species (ROS) leads to neuronal damage by the peroxidation of unsaturated fatty acids among neuronal cells in patients with ALS [3,4]. ALS is classified into familial ALS and sporadic ALS, and sporadic ALS accounts for almost 90% of ALS patients. Recent studies have shown an extensive accumulation of phosphorylated, ubiquitinated, and truncated transactive response DNA binding protein 43 (TDP-43) in the motor neurons of patients with sporadic ALS, which also have characteristics of TDP-43 proteinopathy [2]. Although the mechanisms leading to neurodegeneration in ALS are still incompletely understood, TDP-43 is likely to represent a central causal factor in sporadic ALS.

Edaravone is a free-radical scavenger that shows antioxidative effects against water-soluble peroxyl radicals and lipid-soluble peroxyl radicals. It also eliminates free radicals, including lipid peroxyl radicals, and peroxynitrite, which is another form of ROS, through its electron-donating properties [5]. Several clinical studies, including phase 2 and two phase 3 trials, have confirmed the safety and efficacy of edaravone in patients with ALS [3,6]. In a phase 3, randomized, double-blind study in patients with early-stage ALS, edaravone significantly reduced the Revised ALS Functional Rating Scale score compared to placebo [6,7,8]. In transgenic mice (G93A) and rats (H46R) with mutations of superoxide dismutase 1 (SOD1), edaravone significantly ameliorated the decline of motor function assessed using the rotarod and grip strength tests while protecting spinal cord motor neurons against degeneration and inhibiting SOD1 protein aggregation [9,10]. In a wobbler mouse model with TDP-43 aggregation and ubiquitination, similar to the clinical pathology of ALS, edaravone significantly suppressed the decline of grip strength and muscle weight, as well as inhibiting spinal cord motor neuron degeneration [11]. Therefore, edaravone can ameliorate declined motor functions and may reduce the progression of ALS symptoms via its protective effects on motor neuron degeneration.

Recently, adult rat neural stem cells from the line 1464R coinfected with adenoviruses expressing wild-type (WT) or C-terminal fragment (CTF) TDP-43 [12,13] were shown to present cytoplasmic aggregates consisting of sarkosyl-insoluble granular materials while containing phosphorylated TDP-43 similar to TDP-43 proteinopathy of neuronal cells. Ethacrynic acid is a glutathione S-transferase inhibitor that increases cellular oxidative stress by depleting glutathione, and it induces TDP-43 C-terminal phosphorylation, insolubilization, C-terminal fragmentation, and cytoplasmic distribution [14]. Although edaravone mitigates high levels of oxidative stress [8], little information regarding its mechanisms of action against motor neuron damages in TDP-43 proteinopathy that mimics ALS pathology is available. In the present study, we examined whether edaravone can prevent cell death in a TDP-43 proteinopathy model system. Secondly, we explored molecular changes associated with neuroprotection.

## 2. Results

### 2.1. The Effect of Edaravone against Cell Death in Rat Neural Stem Cell-Derived Neurons Transduced with Adenoviruses Expressing TDP-43

In the present study, we generated a TDP-43 proteinopathy cellular model using adult rat neural stem cells from line 1464R coinfected with adenoviruses expressing WT and CTF TDP-43 [12,13]. The viability of these cells was significantly decreased upon exposure to oxidative stress induced with 20 μmol/L ethacrynic acid (Figure 1). Pretreatment with edaravone 24 h before ethacrynic acid stimulation inhibited cell death associated with TDP-43 proteinopathy at ≥10 μmol/L in a concentration-dependent manner (Figure 1). Simultaneous treatment of edaravone with ethacrynic acid stimulation also showed neuroprotective efficacy (Supplemental Figure S1). In addition, without ethacrynic acid stimulation, the viability of 1464R-derived cells expressing TDP-43 was not different from normal cells at 48 h but decreased after 96 h (Supplemental Figures S2 and S3). Edaravone prevented the reduction in viability of cells expressing TDP-43 under standard conditions without oxidative stress (Supplemental Figure S3).

### 2.2. Transcriptome Analysis

From the preliminary analysis, only a small difference was noted in gene expression profiles between TDP-43 overexpressing and non-overexpressing cells (control) cells (Supplemental Table S1). 

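The cells sequenced were 1464R cells, a neural stem cell line from adult rat that the authors differentiated into neuronal and glial cells for 4 days with 1 μmol/L all-trans retinoic acid, an inducer of differentiation. Of the 12 libraries, 3 came from Control cells (Group 1) and 3 from cells given edaravone alone, a free-radical scavenger, at 50 μmol/L for 48 h (Eda, Group 2). In 3 others (TDP-43 + EA, Group 3) adenoviruses, which carry a gene into cells, brought in full-length human TDP-43 and its C-terminal fragment at a multiplicity of infection of 50. These cells then received ethacrynic acid, an inhibitor of glutathione S-transferases, at 20 μmol/L for 24 h. The last 3 (TDP-43 + EA + Eda, Group 4) had the viruses, ethacrynic acid and edaravone, the latter given 24 h ahead of ethacrynic acid. Labels of the samples name only the virus of the C-terminal fragment, plates of 96 wells and retinoic acid at 1 mmol/L, while the paper names both viruses, plates of 6 wells for sequencing and 1 μmol/L; the paper's description is used here. Tardbp, the rat gene of TDP-43, an RNA-binding protein (ENSRNOG00000012455, chromosome 5 from 165432095 to 165442048 of Rnor_6.0), was at 37.1, 39.2 and 41.1 counts per 1e6 (CPM) in the Control libraries and at 34.5, 36.6 and 38.7 CPM in the Eda libraries. It was at 1796, 1245 and 1087 CPM in the TDP-43 + EA libraries and at 3672, 2045 and 2000.5 CPM in the TDP-43 + EA + Eda libraries. Every library labelled with the viruses thus had more than the libraries labelled without them (log2 fold change 5.14, SE 0.25, edgeR adjusted p = 2.4e-09 for TDP-43 + EA against Control). Tardbp was also higher in TDP-43 + EA + Eda than in TDP-43 + EA (log2 fold change 0.90, SE 0.21, edgeR adjusted p = 0.0044); this call is lost with log2(TPM + 1) values of all genes (limma-trend adjusted p = 0.058). Over all alternative settings its adjusted p ran from 0.0017 to 0.058. The sources used here do not say how many of these reads came from the human transgenes. Analysed here are the expected counts and TPM per gene that the authors made from reads of 150 bases. Counts were compared in edgeR, and DEGs are genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Totals per library were 20.8 to 23.1 M counts (1 M is 1e6) for Control, 21.5 to 24.6 M for Eda and 19.0 to 21.5 M for TDP-43 + EA. They were 17.42 to 43.91 M for TDP-43 + EA + Eda, where replicate 1 was the deepest. Beyond the legends of Figures 2 and 6 (n = 3 in 3 experiments), nothing in these sources tells whether the replicates are separate cultures, so p-values measure only the spread between these samples.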

The effect of edaravone on TDP-43-induced neurotoxicity was analyzed with RNA sequencing (Figure 2a) in the following four groups: Control (Group 1), Eda (edaravone, 50 μmol/L) (Group 2), TDP-43 + EA (ethacrynic acid, 20 μmol/L) (Group 3), and TDP-43 + EA (20 μmol/L) + Eda (50 μmol/L) (Group 4). RNA sequencing data obtained from each group were processed using several steps detailed in Figure 2b.

#### 2.2.1. Principal Component Analysis

Principal component analysis was performed using expression values from all genes (Figure 3).

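The ferritin heavy chain gene Fth1 averaged 2296 TPM in Control and 17476 TPM in TDP-43 + EA, and heme oxygenase 1 (Hmox1) 56.6 and 5504 TPM. Mbp, a myelin protein gene, went the other way, from 15844 to 7244 TPM. These genes lead the first principal component of unscaled TPM over 10676 genes with a variance of at least 1 and were picked after their values were seen. LOC100360087 made up 28.6% of that component, Fth1 24.8%, Ubb, a ubiquitin gene, 9.26% and Hmox1 7.51%. The 3 Control libraries lay between -23042 and -21509 on this component and the 3 TDP-43 + EA libraries between 6854 and 12306. It held 92.8% of the variance and the next component 4.15%; with genes scaled to unit variance these shares were 58.0% and 12.3%.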

There was no significant outlier in any group, and samples from the TDP-43 + EA group (Group 3) were distributed close to each other and were separated from the samples in the Control group (Group 1). Additionally, the samples from the TDP-43 + EA + Eda group (Group 4) showed a similar distribution pattern. 

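In TDP-43 + EA + Eda cells the leading genes were further from Control than in TDP-43 + EA cells, with Fth1 at 30172 TPM, Hmox1 at 16282 TPM and Mbp at 6476 TPM. On the first component the 3 TDP-43 + EA + Eda libraries lay between 31957 and 36485, with a mean of 34098 (SD 2274). The mean of TDP-43 + EA was 9289 (SD 2772), so the group with edaravone stood on the far side from Control, by more than the spread within either group. On the next component, led by the creatine kinase gene Ckb (39.1%), the 3 libraries with edaravone had the widest spread (SD 9002 against 3834 for TDP-43 + EA).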

The samples from the Control (Group 1) and Eda (Group 2) groups were closer to each other compared to samples from the other groups, implying a relatively similar gene expression among these samples.

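Hspa1b, an inducible Hsp70 gene, averaged 12.6 (SD 0.252) CPM in Control and 10.3 (SD 1.20) CPM in Eda, and Hmox1 54.0 (SD 8.41) and 56.0 (SD 9.40) CPM (n = 3 each). Over log2(TPM + 1) of the same genes as the components, the mean distance between a Control and an Eda library was 39.5 (SD 1.86), against 38.9 (SD 0.692) within Control and 38.5 (SD 2.45) within Eda. Control and TDP-43 + EA libraries were 81.1 (SD 4.22) apart, Control and TDP-43 + EA + Eda 109.8 (SD 2.48), and the TDP-43 + EA and TDP-43 + EA + Eda groups 67.1 (SD 4.11). The excess of the distance between Control and Eda over that within them gave p = 0.3 in an exact one-sided permutation test over 20 regroupings (n = 3 each). The regroupings ignored the replicate numbers. Same-numbered Control and Eda libraries varied together relative to their group means (Pearson r 0.179, 0.297 and 0.262 across genes), which can shorten the distance between these groups. For the other pairs of groups p was 0.1, the smallest that 3 libraries against 3 can give in this exact test.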

#### 2.2.2. Differential Gene Expression Analysis

The criteria for differential gene expression analysis with DESeq2 [15] were set using a *p*-value adjusted with the Benjamini–Hochberg (BH) procedure at ≤0.05 [16] and with an absolute log2 fold change of ≥1. The results of the number of DEGs between the conditions of vehicle, edaravone, or ethacrynic acid treatment in TDP-43 expressed or non-expressed (control) cells are shown in Supplemental Figure S4. To focus on the effect of edaravone, the TDP43 + EA group (Group 3) and the Control group (Group 1) were compared using these criteria in the differential expression analysis. As a result, a total of 1320 genes (853 upregulated and 467 downregulated) were identified as significantly differentially expressed genes (DEGs) (Table 1).

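Hspa1b, an inducible chaperone gene, is among the genes that rose furthest in TDP-43 + EA cells. It reached 6630.3 (SD 548) CPM (log2 fold change 9.03, SE 0.21, edgeR adjusted p = 1.3e-12), though reads that it shares with its near-identical copy LOC108348108 make the share of each uncertain. Gdf15, a stress-induced cytokine gene, rose by a log2 fold change of 6.95, SE 0.54, the muscle regulator Myod1 by 7.46, SE 1.02 and the ganglioside synthesis gene St8sia1 by 7.16, SE 0.87 (edgeR adjusted p at most 5.1e-05). Btnl5 and Trim72 had no count in Control and were at least 20.8-fold and 19.2-fold higher, with a floor of 3 counts per library. Among the genes that fell furthest were the potassium channel gene Kcna6 (-3.60, SE 0.46), the Wnt receptor gene Fzd10 (-3.52, SE 0.32) and the matrix gene Thbs4 (-2.89, SE 0.60). Of 23 measured immediate early genes, 17 rose and 2 fell (18 and 2 adjusted over the list alone), with Fosl1 at 6.26, SE 0.31, Arc at 4.30, SE 0.26 and Junb at 3.58, SE 0.22 (limma camera adjusted p = 4.0e-08, and adjusted p = 0.093 with an estimated correlation). Oligodendrocyte lineage markers fell in 14 of 15 cases (14 adjusted over the list alone), among them Gpr17 (-2.88, SE 0.21), Opalin (-2.56, SE 0.27), Myrf (-1.44, SE 0.16) and the myelin enzyme gene Cnp (-1.13, SE 0.13) (limma camera adjusted p = 2.5e-09, and adjusted p = 0.28 with an estimated correlation). In all, 991 genes were higher and 572 lower among 13230 tested, or 1563 DEGs, 63.4% of them higher; on log2(TPM + 1) values limma-trend called 589 higher and 527 lower, 52.8% higher. The 3 libraries of one group all lay above those of the other for 1521 of the DEGs and for 51.4% of all tested genes, where chance gives 10% if libraries vary independently. With no minimum on the fold, 2592 genes were higher and 2473 lower.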

The functional complexity of the DEGs was examined with a Gene Ontology (GO) enrichment analysis [17,18] using a hypergeometric test. Figure 4a shows the 10 most significantly enriched GO terms in each GO category (BH-adjusted *p*-value ≤ 0.05 [16]).

In the molecular function category, GO terms related to binding activity, including protein binding (GO:0005515), metal ion binding (GO:0046872), and identical protein binding (GO:0042802), were enriched in the DEGs. 

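Chaperone, iron and cytokine genes were over-represented among the DEGs of TDP-43 + EA against Control. For protein folding chaperone the DEGs held 15 of 25 genes against 2.91 by chance, exact adjusted p = 1.1e-05, Hspa1b and Dnajb1 (3.56, SE 0.15 on the log2 scale) among them. With near-identical copies of Hspa8 and Hspa1b counted as 1 gene each, a count chosen after the data were seen, they held 11 of 21 (exact adjusted p = 0.0031). No other genes were merged, so any copies in the terms that follow count more than once. Ferric iron binding, with the ferritin gene Fth1 (3.05, SE 0.14), had 9 of 13 genes against 1.51 by chance, exact adjusted p = 9.5e-04, and cytokine activity, with the chemokine gene Cxcl10 (4.93, SE 0.82), had 21 of 47 genes against 5.47 by chance, exact adjusted p = 1.1e-05. Protein binding had 376 of 2866 genes against 334 by chance, exact adjusted p = 0.11, and identical protein binding 169 of 1184 genes against 138 by chance, exact adjusted p = 0.093. Metal ion binding, which covers Hmox1, Alpl and Mt2A, had 195 of 1811 genes against 211 by chance, exact adjusted p = 1. With no minimum on the fold the exact adjusted p was 0.0037 for protein binding and 0.0096 for identical protein binding; over all alternatives it ran from 0.0037 to 1 and from 0.0096 to 0.30. These are exact one-sided hypergeometric tests with Benjamini-Hochberg adjustment over 1611 molecular function terms, on the annotation in the deposited files and a background of 10882 tested genes. Of these terms 18 passed.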

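Genes that restrain apoptosis were over-represented among the DEGs of TDP-43 + EA against Control (hypergeometric test of negative regulation of apoptosis, 74 of 354 genes against 42.0 by chance, exact adjusted p = 6.8e-04). They include the co-chaperone gene Bag3 (4.08, SE 0.16 on the log2 scale), Id1 (1.43, SE 0.19), the quinone reductase gene Nqo1 and Sod2 (1.45, SE 0.09), the mitochondrial superoxide dismutase gene. Transcription factor genes that rose include Myc (2.14, SE 0.11), Hes1 (4.13, SE 0.38) and Sox9 (2.21, SE 0.24). For positive regulation of transcription by RNA polymerase II the DEGs held 107 of 799 genes against 94.9 by chance, exact adjusted p = 0.66, and for negative regulation 87 of 603 genes against 71.6 by chance, exact adjusted p = 0.41. Tested apart, as chosen after the data were seen, the higher DEGs held 91 genes of the former against 60.1 by chance (exact adjusted p = 0.0079) and 66 of the latter against 45.4 (exact adjusted p = 0.071). Without TDP-43 + EA replicate 1, negative regulation passed (exact adjusted p = 0.033); over all alternatives its adjusted p ran from 0.033 to 0.50. Inflammatory response also passed, with 39 of 114 genes against 13.5 by chance, exact adjusted p = 1.8e-06.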

In the biological process category, the enriched DEGs were involved in transcription and apoptosis processes, such as the positive/negative regulation of transcription by RNA polymerase II (GO:0045944; GO:0000122) and negative regulation of apoptosis (GO:0043066). 

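Genes of membranes and of the space outside the cell were over-represented among the DEGs of TDP-43 + EA against Control. Extracellular space held 125 of 493 genes against 58.0 by chance, exact adjusted p = 9.6e-15 (hypergeometric test), with Gdf15, Thbs4 and the adhesion molecule gene Vcam1 (2.03, SE 0.33 on the log2 scale). Membrane held 511 of 3871 genes against 455 by chance, exact adjusted p = 0.026, and the lower DEGs alone 260 against 172 (exact adjusted p = 4.6e-14), with the channel gene Kcna6 and the oligodendrocyte genes Opalin and Gpr17. Cytoplasm held 511 of 4039 genes against 475 by chance, exact adjusted p = 0.32, and nucleus 433 of 4073 genes against 479 by chance, exact adjusted p = 1. Among the higher DEGs alone, a split chosen after the data were seen, both passed, with 353 genes of the cytoplasm against 296 (exact adjusted p = 0.0023) and 353 of the nucleus against 298 (exact adjusted p = 0.0045). With no minimum on the fold the cytoplasm passed for all DEGs (exact adjusted p = 0.0021, range over the alternatives 0.0021 to 0.65). The call for membrane is lost in several settings, with an exact adjusted p from 3.3e-05 to 0.16.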

In the cellular component category, the enriched GO terms included cytoplasm (GO:0005737) and nucleus (GO:0005634) compartments.

Pathway analysis was performed, and the pathways associated with the DEGs with BH-adjusted *p*-value ≤ 0.05 [16] are shown in Figure 4b. Significantly enriched pathways in the TDP-43 + EA group (Group 3) compared to the Control group (Group 1) included the nuclear erythroid 2-related-factor (Nrf2)-mediated oxidative stress response pathway, and most genes in the pathway, such as Nrf2 and its related genes, were upregulated in the TDP-43 + EA group (Group 3) (Figure 4c). This finding indicates that oxidative stress is involved in mediating the neurotoxicity induced by the overexpression of TDP-43 and ethacrynic acid in neuronal cells.

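Nrf2 targets rose almost throughout in TDP-43 + EA cells. Heme oxygenase 1 (Hmox1; ENSRNOG00000014117, chromosome 19 from 14508616 to 14515456) reached 5611 (SD 711) CPM (log2 fold change 6.70, SE 0.18, edgeR adjusted p = 3.3e-12; n = 3 libraries each). The quinone reductase gene Nqo1 (5.82, SE 0.18), the thioredoxin reductase gene Txnrd1 (2.20, SE 0.11) and Gsr (2.04, SE 0.13), which returns oxidised glutathione to its reduced form, rose as well (edgeR adjusted p at most 4.2e-08). Nfe2l2, the gene of Nrf2 itself (ENSRNOG00000001548, chromosome 3 from 62497571 to 62524996), went from 48.3 (SD 8.10) to 184 (SD 21.8) CPM (log2 fold change 1.93, SE 0.13, edgeR adjusted p = 5.7e-08). Of 45 measured targets and regulators, 38 rose and 1 fell, and 6 did not pass (39 and 2 adjusted over the list alone). The 1 that fell was Idh1 (-0.47, SE 0.15), an NADP-dependent dehydrogenase gene named here after its value was seen. The list's median log2 fold change was 1.57 and its mean 1.99 (limma camera adjusted p = 6.8e-22, and adjusted p = 0.0448 with an estimated correlation).

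**Figure D1:**
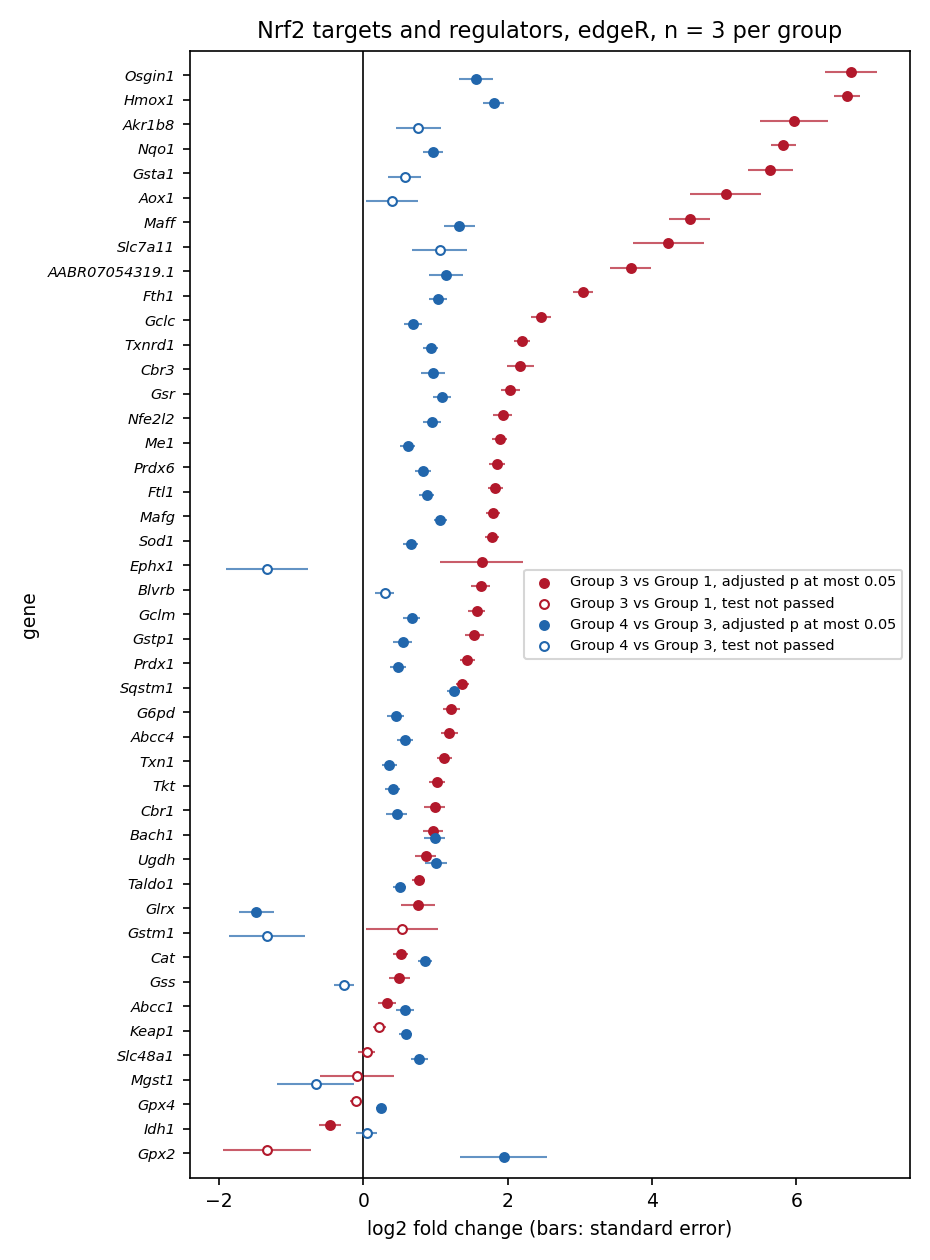
Log2 fold changes (edgeR, bars 1 standard error, n = 3 libraries per group) of the measured Nrf2 targets and regulators for TDP-43 + EA against Control (red) and TDP-43 + EA + Eda against TDP-43 + EA (blue), filled where the adjusted p is at most 0.05. 38 members lie above 0 with filled points in the first comparison and 34 in the other, Glrx being the 1 that rose in the first and fell in the other.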

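Besides Nrf2 targets, most cytosolic chaperone genes were higher in TDP-43 + EA cells than in Control. Of 35 cytosolic chaperones and their regulators, which keep proteins folded, 30 rose and 3 fell (30 and 3 adjusted over the list alone), with Hsph1 at 4.04, SE 0.20 and Stip1 at 1.22, SE 0.12 on the log2 scale (median 1.21, limma camera adjusted p = 4.2e-17, and adjusted p = 0.28 with an estimated correlation). Subunits of the 26S proteasome, the main protease of the cytosol, rose less but in 20 of 30 cases with none lower (21 adjusted over the list alone), among them Psmb3 (0.80, SE 0.10), Psma5 (0.75, SE 0.09) and Psmd1 (0.68, SE 0.08) (limma camera adjusted p = 7.4e-07, and adjusted p = 0.34 with an estimated correlation). NF-kB targets and cytokines rose in 9 of 13 cases and 1 fell (9 and 2 adjusted over the list alone), with Socs3 (2.30, SE 0.22), Nfkbia (1.08, SE 0.14) and Vcam1 among them (limma camera adjusted p = 0.0028, and adjusted p = 0.096 with an estimated correlation). Metallothioneins and zinc response genes, which bind or export zinc, had 4 of 6 members higher (4 higher and 1 lower adjusted over the list alone), with Slc30a1 at 1.15, SE 0.16 and Mt1m at 2.84, SE 0.75 (limma camera adjusted p = 0.17). Mitochondrially encoded genes mostly did not pass: 5 of 13 fell, Mt-nd1 (-0.70, SE 0.11) and Mt-co2 (-0.69, SE 0.14) among them, and 1 rose, with equal counts adjusted over the list alone (limma camera adjusted p = 0.16).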

In the differential expression analysis comparing the TDP-43 + EA + Eda group (Group 4) to the TDP-43 + EA group (Group 3), a total of 429 DEGs (169 upregulated and 260 downregulated) were identified (Table 1). 

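Single genes of receptor and cytokine signalling are among those that rose furthest with edaravone in TDP-43 + EA cells. Sla, an adaptor gene of receptor signalling, was at 2.54, SE 0.35 on the log2 scale in TDP-43 + EA + Eda against TDP-43 + EA, the chemokine receptor gene Ackr3 at 2.41, SE 0.39 and Socs1, an inhibitor of cytokine signalling, at 2.18, SE 0.30 (edgeR adjusted p at most 3.9e-04). Gdf15 rose by 2.18, SE 0.31 on top of its rise with TDP-43 + EA. Genes that fell include the ferritin receptor gene Scara5 (-3.22, SE 0.42), Angptl2 (-2.81, SE 0.30), the sulfite oxidase gene Suox (-2.64, SE 0.26) and Stxbp2 (-2.70, SE 0.64), a gene of vesicle release (edgeR adjusted p at most 0.0054). Rnf113a1 (mean 5.56, SD 2.35 CPM in TDP-43 + EA) had no count in TDP-43 + EA + Eda and was at least 36.2-fold lower, with a floor of 3 counts per library, though the call is lost in some settings. Of 27 ATF4 and CHOP targets, genes of the integrated stress response, 19 rose and none fell (20 adjusted over the list alone), with Ddit3, the gene of CHOP, at 1.27, SE 0.12 and the amino acid transporter gene Slc3a2 at 1.06, SE 0.11 (limma camera adjusted p = 4.5e-12, and adjusted p = 0.086 with an estimated correlation). By edgeR 251 genes were higher and 523 lower among 13230 tested (774 DEGs, 32.4% higher). With library size alone and no composition factors it was 80 higher and 1077 lower (6.91% higher), and limma-trend on log2(TPM + 1) called 73 and 540 (11.9% higher). The median log2 fold change of all genes was -0.30 and -0.23 in these settings against -0.02 in edgeR with TMM factors, to which the changes given here are relative. The groups did not overlap for 740 of the DEGs and for 39.8% of all genes, where chance gives 10% if libraries vary independently. With no minimum on the fold, 2038 genes were higher and 1989 lower. TMM factors place the typical gene near no change, so this balance cannot tell whether genes lean to the lower side.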

In the GO category of molecular function, the DEGs were associated with GO terms related to catalytic activity, such as transferase activity (GO:0016740), transferase activity/transferring glycosyl groups (GO:0016757), and binding activity (Figure 5a). 

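Some transferase genes rose with edaravone, among them the phosphatidylinositol kinases Pi4k2b (1.63, SE 0.16 on the log2 scale) and Pip5k1b (1.19, SE 0.14) and Mdm2 (1.00, SE 0.10), a ubiquitin ligase gene. As a whole, transferase activity held 61 of 1057 genes against 60.1 by chance, exact adjusted p = 1, and transfer of glycosyl groups 14 of 152 genes against 8.65 by chance, exact adjusted p = 1 (one-sided exact hypergeometric tests over 1611 terms). Most of these DEGs fell: 47 transferase genes were lower and 14 higher, and 12 and 2 of those for glycosyl groups. Over all alternatives the exact adjusted p ran from 0.78 to 1 and from 0.0519 to 1. Protein binding held 168 of 2866 genes against 163 by chance, exact adjusted p = 1, and metal ion binding, with the metallothionein genes Mt1 and Mt2A, 103 of 1811 genes against 103 by chance, exact adjusted p = 1. The 1 molecular function term that passed was clathrin-uncoating ATPase activity (4 of 4 genes against 0.228 by chance, exact adjusted p = 0.017). With near-identical copies of Hspa8 counted as 1 gene it holds 1 of 1 genes and no longer passes (exact adjusted p = 1). Among the higher DEGs alone, a split chosen after the data were seen, protein folding chaperone (7 against 0.466 by chance, exact adjusted p = 2.1e-04, but 0.16 with copies counted as 1 gene) and transcription activators of RNA polymerase II passed (17 against 5.11 by chance, exact adjusted p = 0.0077), the latter with Cebpb, Klf6 and Fosl1 (1.69, SE 0.22).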

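Chaperone genes, several of them near-identical copies of 1 gene, carry the terms of protein refolding and autophagy in TDP-43 + EA + Eda against TDP-43 + EA. Response to unfolded protein also rests on other genes, picked after their values were seen. On the log2 scale these include Creb3l2 (1.10, SE 0.19), Chac1 (1.12, SE 0.15), Crebrf (1.15, SE 0.15) and, lower, Creb3l1 (-1.15, SE 0.32). For response to unfolded protein the DEGs hold 10 of 40 genes against 2.29 by chance, exact adjusted p = 0.058, with Hspa1b (1.06, SE 0.15 on the log2 scale) and Ddit3 among them. For protein refolding they hold 5 of 16 genes against 0.916 by chance, exact adjusted p = 0.31. For the translocation complex of chaperone-mediated autophagy they hold 4 of 4 genes against 0.229 by chance, exact adjusted p = 0.020, and for late endosomal microautophagy 4 of 6 genes against 0.344 by chance, exact adjusted p = 0.091. All 4 genes of the translocation complex are the entries LOC680121, AABR07011951.1, AABR07048992.1 and AABR07033324.1, near-identical copies of Hspa8, a constitutive Hsp70 gene, and were looked at after their values were seen; their log2 fold changes of 1.20, 1.22, 1.24 and 1.35 lie beside 1.20 for Hspa8. With such copies counted as 1 gene, the DEGs hold 1 of 1 genes of the translocation complex (exact adjusted p = 1) and 7 of 36 of response to unfolded protein (exact adjusted p = 0.56; among the higher DEGs alone exact adjusted p = 0.032). Without such merging, the higher DEGs alone pass for response to unfolded protein (9 against 0.749 by chance, exact adjusted p = 1.1e-04), refolding (5 against 0.300 by chance, exact adjusted p = 0.0040) and microautophagy (4 against 0.112 by chance, exact adjusted p = 0.0012). In limma-trend on log2(TPM + 1) no gene of the translocation complex was a DEG; over all alternatives its exact adjusted p ran from 0.0052 to 1, and that of response to unfolded protein from 0.0027 to 1. All are one-sided hypergeometric tests over 5613 biological process terms.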

In the biological process category, the enriched DEGs were involved in protein folding, e.g., response to unfolded protein (GO:0006986) and protein refolding (GO:0042026), as well as autophagy, e.g., chaperon-mediated autophagy translocation complex disassembly (GO:1904764) and late endosomal microautophagy (GO:0061738). They were located not only in the cytoplasm (GO:0005737) but also in membrane (GO:0016020) compartments.

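Membrane protein genes were over-represented among the DEGs of edaravone treatment. Lower genes include the scavenger receptor gene Scara5, the sodium channel gene Scn2a (-1.60, SE 0.37 on the log2 scale) and the secretory vesicle gene Rab3d (-2.76, SE 0.40); higher ones include Vcam1 (1.77, SE 0.30) and the semaphorin receptor gene Plxna4 (2.12, SE 0.67), whose call is lost in some settings. Membrane held 285 of 3871 genes against 222 by chance, exact adjusted p = 5.0e-05 (one-sided hypergeometric test), and integral component of membrane 214 of 2668 genes against 153 by chance, exact adjusted p = 1.6e-05. The lower DEGs alone held 197 membrane genes against 152 by chance (exact adjusted p = 0.0027), a split chosen after the data were seen. Cytoplasm held 218 of 4039 genes against 232 by chance, exact adjusted p = 1, but with no minimum on the fold it passed (exact adjusted p = 0.0086; over all alternatives 0.0086 to 1). The call for membrane is lost with no minimum on the fold (exact adjusted p = 0.61), with library size alone, on log2(TPM + 1) and without TDP-43 + EA + Eda replicate 2 (adjusted p = 0.0549); its adjusted p ran from 5.0e-05 to 0.94.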

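Genes that make and break down phosphoinositides, the signalling lipids of membranes, moved both ways with edaravone in TDP-43 + EA cells. Pip4p2, a phosphatase gene of phosphatidylinositol 4,5-bisphosphate, rose (log2 fold change 1.19, SE 0.09, edgeR adjusted p = 3.0e-06), and so did the kinase genes Pik3cb, Pi4k2b and Pip5k1b. Ocrl, the gene of a 5-phosphatase, picked after its value was seen, fell (log2 fold change -1.21, SE 0.23, edgeR adjusted p = 0.0015). Of 69 measured members of the list of phosphoinositide kinases and phosphatases, 18 rose, 9 fell and 42 did not pass (19 and 10 adjusted over the list alone). The list's median log2 fold change was 0.14, but -0.14 with library size alone, and camera in limma gave an adjusted p = 0.079. Without TDP-43 + EA replicate 1 the median was 0.05 and without TDP-43 + EA replicate 3 0.21. With 1 library left out the list passed in 2 of 12 cases, that without TDP-43 + EA replicate 3 among them (lowest limma camera adjusted p = 0.016). Over all alternatives the adjusted p ran from 7.5e-04 to 0.42. Pathways of the Ingenuity software were not tested, since its gene sets are not among the sources used here.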

Pathway analysis identified seven significant pathways (Figure 5b), mostly cellular membrane lipid-associated pathways, such as 3-phosphoinositide biosynthesis, and the Nrf2-mediated oxidative stress response pathway. 

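Alpl, the gene of tissue-nonspecific alkaline phosphatase (ENSRNOG00000013954, chromosome 5 from 156086497 to 156141537), averaged 2.80 (SD 0.489) CPM in Control, 2.96 (SD 0.204) CPM in Eda, 8.05 (SD 3.65) CPM in TDP-43 + EA and 3.07 (SD 0.0710) CPM in TDP-43 + EA + Eda (n = 3 each). It was higher in TDP-43 + EA than in Control (log2 fold change 1.52, SE 0.30, edgeR adjusted p = 0.0010) and lower with edaravone than without it in the stressed cells (log2 fold change -1.39, SE 0.30, edgeR adjusted p = 0.0029). Alpl stands in a fixed list with the dual specificity phosphatases, which inactivate MAP kinases. In TDP-43 + EA against Control, 7 of its 19 measured members rose and 4 fell (the same numbers adjusted over the list alone), with Dusp2 at 6.77, SE 0.67, Dusp4 at 4.38, SE 0.42 and Dusp15 at -1.72, SE 0.19 on the log2 scale (limma camera adjusted p = 0.43). With edaravone 6 rose and 2 fell (7 and 2 adjusted over the list alone), with Dusp1 at 1.23, SE 0.16 and Dusp10 at 0.75, SE 0.09 (limma camera adjusted p = 0.065); the median of 0.27 turns to -0.01 with library size alone.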

Among the genes in the lipid metabolism pathways, the expression of alkaline phosphatase, biomineralization-associated (ALPL) was downregulated in neuronal cells overexpressing TDP-43 in the presence of ethacrynic acid and upregulated upon edaravone treatment. These cellular membrane lipid-associated pathways were complemented by other pathways significantly differing between the Control (Group 1) and TDP-43 + EA (Group 3) groups, which are listed in Supplemental Table S2. 

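In TDP-43 + EA against Control, 14 of 69 measured phosphoinositide kinases and phosphatases rose and 19 fell (16 and 19 adjusted over the list alone). Among those that rose were Cds1 (1.61, SE 0.24 on the log2 scale), which makes a precursor of phosphatidylinositol, Pip4p2 (1.08, SE 0.10) and the kinase gene Pik3cb (0.89, SE 0.10). Plcg2, a phospholipase gene that cleaves phosphatidylinositol 4,5-bisphosphate, fell (log2 fold change -1.67, SE 0.21, edgeR adjusted p = 2.1e-05). The median log2 fold change was 0.02 and the mean -0.08, while the camera test in limma pointed down and did not pass (adjusted p = 0.85); the median turns to -0.02 with library size alone.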

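Antioxidant and chaperone genes were higher again when TDP-43 + EA cells had edaravone. Hmox1, which breaks down haem, reached 19665 (SD 2054) CPM (log2 fold change 1.81, SE 0.15, edgeR adjusted p = 3.6e-06). Gsr (ENSRNOG00000014915, chromosome 16 from 62197617 to 62241361) went from 146 (SD 27.2) to 310.1 (SD 28.8) CPM (log2 fold change 1.09, SE 0.13, edgeR adjusted p = 3.8e-05) and Sqstm1, the gene of the autophagy receptor p62 (ENSRNOG00000003147, chromosome 10 from 35704730 to 35716294), from 2774 (SD 183) to 6616 (SD 599.8) CPM (log2 fold change 1.25, SE 0.09, edgeR adjusted p = 1.6e-06; n = 3 each). Stip1, a co-chaperone gene that links Hsp70 and Hsp90 (ENSRNOG00000021164, chromosome 1 from 222274133 to 222293148), went from 431 (SD 25.4) to 926 (SD 189) CPM (log2 fold change 1.10, SE 0.12, edgeR adjusted p = 2.0e-05). Of 45 measured Nrf2 targets and regulators 34 rose, and 1, Glrx, fell (38 and 3 adjusted over the list alone), with Mafg (1.07, SE 0.09) and Txnrd1 (0.93, SE 0.11) among the former. Their median log2 fold change was 0.67 (limma camera adjusted p = 1.5e-15), a call lost at adjusted p = 0.086 with an estimated correlation; with library size alone the median was 0.39. Cytosolic chaperones rose in 30 of 35 cases and none fell (31 adjusted over the list alone), with Fkbp4 (0.88, SE 0.08), Hsp90ab1 (0.85, SE 0.09) and the chaperonin gene Cct4 (0.72, SE 0.08). Their median was 0.62 (limma camera adjusted p = 1.0e-15, lost at adjusted p = 0.28 with an estimated correlation), and 0.34 with library size alone.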

The upregulated DEGs following edaravone treatment included heme oxygenase-1 (Ho-1), glutathione-disulfide reductase (GSR), sequestosome 1 (SQSTM1), and stress-induced phosphoprotein 1 (STIP1) in the Nrf2-mediated oxidative stress response pathway (Figure 5c), supporting the involvement of oxidative stress and autophagy response mechanisms in neuronal cells. 

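Cebpb, Plpp3 and Ptgds, which the study lists in its Table 2, rose with edaravone in TDP-43 + EA cells. The transcription factor gene Cebpb went from 247 (SD 22.5) to 821 (SD 164) CPM (log2 fold change 1.73, SE 0.12, edgeR adjusted p = 1.6e-06), and Plpp3, a phospholipid phosphatase gene, from 75.7 (SD 29.0) to 202 (SD 20.7) CPM (log2 fold change 1.42, SE 0.18, edgeR adjusted p = 7.4e-05). Hspa8 (log2 fold change 1.20, SE 0.13, edgeR adjusted p = 2.6e-05) shares reads with near-identical copies, so its own level is uncertain, and the Hsp110 gene Hsph1 rose alike (1.10, SE 0.18). Ptgds, the gene of a prostaglandin D2 synthase, had fallen in TDP-43 + EA against Control (-1.22, SE 0.23) and rose with edaravone (log2 fold change 1.15, SE 0.24, edgeR adjusted p = 0.0022). Txndc2, a thioredoxin domain gene, was near the limit of detection (0.320 (SD 0.0787) CPM in TDP-43 + EA and 1.67 (SD 0.683) CPM with edaravone); its rise (log2 fold change 2.37, SE 0.82, edgeR adjusted p = 0.040) is lost with library size alone (adjusted p = 0.0542), with a range of 0.0022 to 0.15 over all alternatives. The metallothionein gene Mt1 rose in TDP-43 + EA (0.89, SE 0.20) and fell with edaravone (log2 fold change -1.55, SE 0.20, edgeR adjusted p = 9.2e-05), as did Nup43, a nuclear pore gene (0.99, SE 0.21 and -0.98, SE 0.21). In TDP-43 + EA against Control 15 of the 18 genes of Table 2 were higher and 3 lower (limma camera adjusted p = 1.4e-06, and adjusted p = 0.086 with an estimated correlation), and with edaravone 11 higher and 7 lower (limma camera adjusted p = 0.037, and adjusted p = 0.33 with an estimated correlation), with the same counts adjusted over the list alone. Since the study chose these genes on these samples, the counts are not independent evidence of their direction.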

Table 2 shows the list of representative genes whose expression was significantly changed by edaravone treatment. The results of quantitative real-time polymerase chain reaction (qPCR) were mostly correlated with DEGs of RNA sequencing (Figure 6). Edaravone upregulated the expression of genes in the Nrf2 pathway, including Ho-1, SQSTM1, STIP-1, nuclear factor, erythroid 2-like 2 (Nfe2l2), and lipid metabolism-related genes (including phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit beta (Pik3cb), and phospholipase C gamma 2 (Plcg2)) in ethacrynic acid-treated TDP-43 expressed cells (Group 3 vs. Group 4, Figure 6a). On the other hand, genes that were downregulated by edaravone included ALPL, glutaredoxin (Glrx), neurofilament light (Nefl), acyl-CoA synthetase long-chain family member 6 (Acsl6), and metallothionein 2A (Mt2A) (Group 3 vs. Group 4, Figure 6b).

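Nfe2l2 averaged 356 (SD 46.8) CPM in TDP-43 + EA + Eda, higher again than in TDP-43 + EA (log2 fold change 0.96, SE 0.12, edgeR adjusted p = 8.4e-05; n = 3 each). Pik3cb, a catalytic subunit of phosphoinositide 3-kinase (ENSRNOG00000016384, chromosome 8 from 107275725 to 107380933), went from 52.9 (SD 3.34) to 121 (SD 10.3) CPM (log2 fold change 1.19, SE 0.10, edgeR adjusted p = 5.7e-06), against 28.6 (SD 2.65) CPM in Control. Plcg2 (ENSRNOG00000051986, chromosome 19 from 50045020 to 50173220) was at 12.9 (SD 0.488) CPM in Control, 4.07 (SD 0.749) CPM in TDP-43 + EA and 8.36 (SD 1.91) CPM with edaravone (log2 fold change 1.05, SE 0.21, edgeR adjusted p = 0.0017). Thus Nfe2l2 and Pik3cb moved further from Control with edaravone and Plcg2 back toward it. Of the 12 genes that the study measured by qPCR, 10 were higher and 2 lower in TDP-43 + EA than in Control (limma camera adjusted p = 9.5e-05, and adjusted p = 0.096 with an estimated correlation), and 6 higher and 6 lower with edaravone (limma camera adjusted p = 0.42), also when adjusted over the list alone. They were chosen on these samples, so this is not independent evidence of their direction. Actb, the actin gene used as the qPCR reference, was itself at 5314 (SD 133) CPM in Control and 3736 (SD 112) CPM in TDP-43 + EA (log2 fold change -0.51, SE 0.08, edgeR adjusted p = 1.1e-04).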

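Nefl, Acsl6, Mt2A and Glrx, genes that the study chose, were lower in TDP-43 + EA + Eda than in TDP-43 + EA. Nefl, the gene of the light neurofilament chain (ENSRNOG00000013658, chromosome 15 from 44799334 to 44804574), went from 68.8 (SD 33.2) to 11.9 (SD 2.97) CPM (log2 fold change -2.54, SE 0.34, edgeR adjusted p = 1.1e-04), against 36.9 (SD 10.0) CPM in Control. Its rise in TDP-43 + EA (log2 fold change 0.90, SE 0.32, edgeR adjusted p = 0.036) is lost without TDP-43 + EA replicate 3 (log2 fold change 0.49, adjusted p = 0.24; range over all alternatives 7.6e-04 to 0.24). Acsl6, which activates long-chain fatty acids (ENSRNOG00000026745, chromosome 10 from 39655455 to 39719312), went from 3.96 (SD 0.366) to 0.806 (SD 0.248) CPM (log2 fold change -2.24, SE 0.29, edgeR adjusted p = 8.0e-05) and had already fallen in TDP-43 + EA (-1.31, SE 0.25). Mt2A, a metallothionein gene (ENSRNOG00000043098, chromosome 19 from 11307967 to 11308740), rose to 5.82 (SD 1.43) CPM in TDP-43 + EA (log2 fold change 2.46, SE 0.41, edgeR adjusted p = 2.5e-04) and fell to 1.47 (SD 0.705) CPM with edaravone (log2 fold change -1.94, SE 0.40, edgeR adjusted p = 0.0021); many of its counts are fractions, as for reads shared between similar genes, so its level is uncertain. Glrx, a glutaredoxin gene, rose in TDP-43 + EA (log2 fold change 0.76, SE 0.24, edgeR adjusted p = 0.020), a call lost without any of Control replicate 1, Control replicate 3 or TDP-43 + EA replicate 1 (adjusted p = 0.076, 0.062 and 0.098; range over all alternatives 0.0077 to 0.098). It fell with edaravone (log2 fold change -1.48, SE 0.25, edgeR adjusted p = 4.8e-04).

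**Figure D2:**
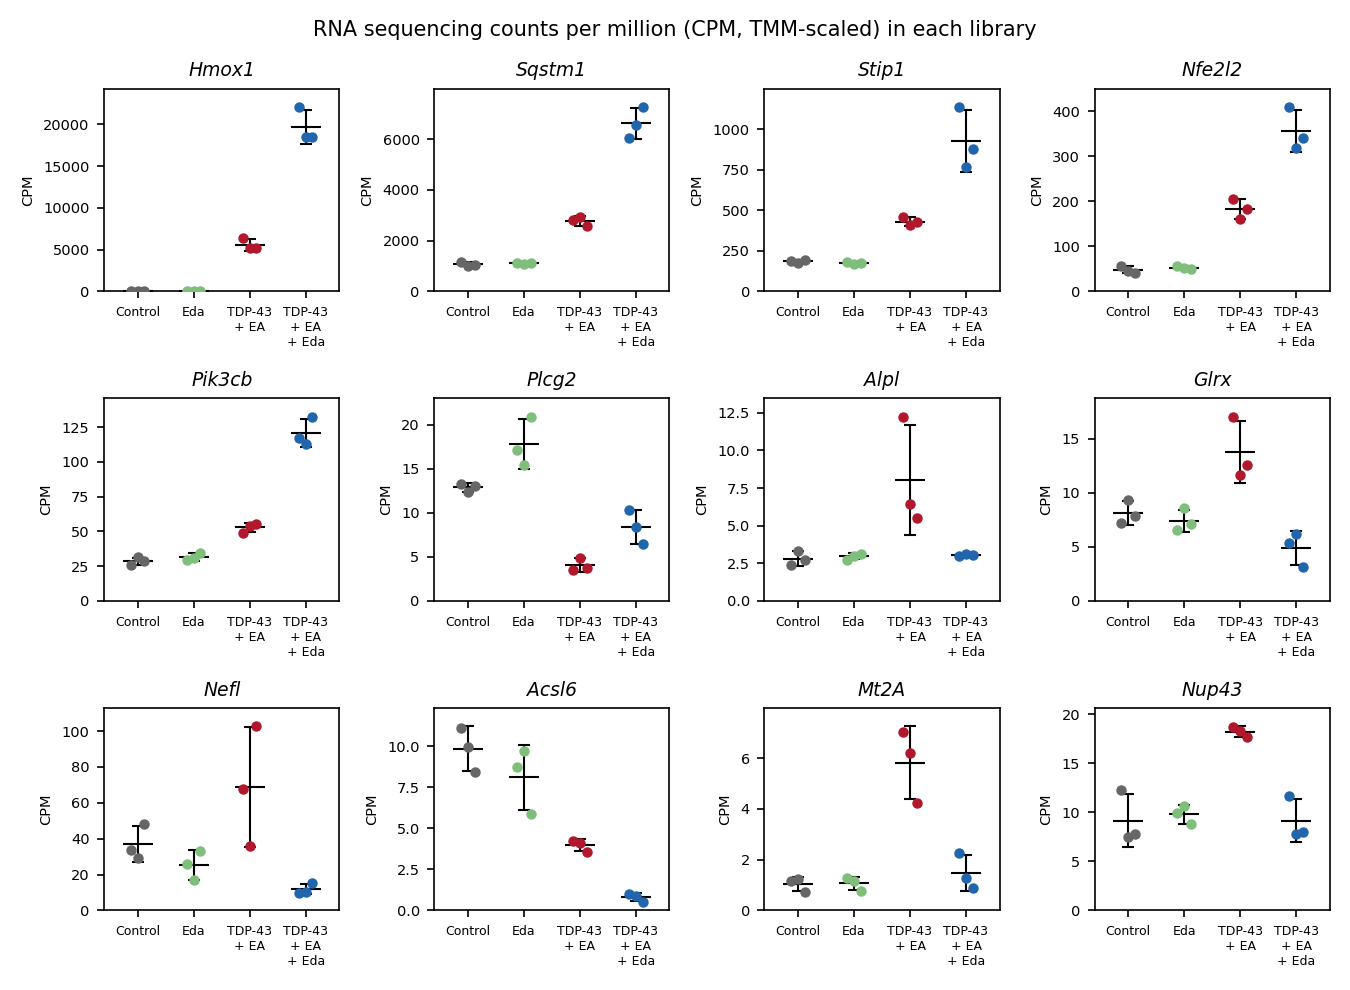
CPM (y axis) of the 12 genes that the study measured by qPCR, per library (points) with mean and SD of 3 libraries in Control, Eda, TDP-43 + EA and TDP-43 + EA + Eda. Hmox1 averages 54.0, 56.0, 5611 and 19665 CPM in these groups and Nefl 36.9, 25.3, 68.8 and 11.9 CPM.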

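No antioxidant or chaperone gene passed the test between Eda and Control cells. Nqo1 averaged 4.63 (SD 0.442) CPM with edaravone and 6.23 (SD 0.483) CPM without it (log2 fold change -0.43, SE 0.18, edgeR adjusted p = 1; n = 3 each), and Hmox1 differed by 0.05, SE 0.15 on the log2 scale. The Nrf2 list had a median log2 fold change of 0.02 (limma camera adjusted p = 0.47), autophagy and lysosome genes -0.02 (limma camera adjusted p = 0.95) and phosphoinositide kinases and phosphatases 0.01 (limma camera adjusted p = 0.88). No member of any list passed over all genes; adjusted over the list alone, 1 Nrf2 gene and 1 interferon-stimulated gene were higher, and 1 dual specificity phosphatase and 1 motor neuron marker lower. Small shared shifts passed in limma camera for ATF4 and CHOP targets (median -0.13, adjusted p = 0.0072) and proteasome subunits (-0.07, adjusted p = 4.4e-04). The limma camera test also passed for cytosolic chaperones (-0.07, adjusted p = 0.0457) and interferon-stimulated genes (0.09, adjusted p = 0.037; 0.0016 to 0.30 over all alternatives). All 4 are lost with an estimated correlation: adjusted p = 0.40, 0.51, 0.82 and 0.30. By edgeR 0 of 13230 genes passed an adjusted p of 0.05, the smallest being 0.35, and 539 had an unadjusted p under 0.05. DESeq2 called 2 higher and 1 lower, limma-trend on log2(TPM + 1) 1 and 0, and edgeR without Eda replicate 3 1 and 0. The 3 libraries of one group all lay above the other's for 12.6% of genes, where chance gives 10% if libraries vary independently. Same-numbered libraries of these groups varied together, so the 10% need not hold here.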

No DEGs significantly differed between the Control (Group 1) and Eda (Group 2) groups, indicating that edaravone did not affect gene expression in 1464R-derived neuronal cells under normal conditions (Table 1). The GO enrichment analysis showed a similar DEG distribution in GO categories following ethacrynic acid treatment in TDP-43 expressed and non-expressed cells (Supplemental Figure S5).

## 3. Discussion

### 3.1. The Effect of Edaravone against Cell Death in Rat Neural Stem Cell-Derived Neurons Transduced with Adenoviruses Expressing TDP-43

In current 1463R differentiated cells, although overexpression of TDP 43 was weakly toxic, oxidative stress triggered by ethacrynic acid extensively increased the neurotoxicity and cell death. Ethacrynic acid depletes intracellular glutathione and induces oxidative stress, similarly to hydrogen peroxide, in NSC-34 cells transduced with TDP-43 [14,19]. Previous studies have shown that oxidative stress resulting from ROS production causes C-terminal phosphorylation, insolubilization, C-terminal fragmentation, and cytoplasmic distribution of TDP-43 in NSC34 cells and primary cortical neurons [14], as well as mislocalization and/or aggregation of TDP-43 in neuronal cells [14,19,20,21,22]. These data suggest that oxidative stress plays a central role in this model. The pathological TDP-43 modification processes in TDP-43 proteinopathy may include cysteine oxidation [23,24] and acetylation [25] of TDP-43, nuclear to cytoplasmic mislocalization of aberrant RNA-binding proteins, increased aggregation, perturbed stress granule dynamics, and cell injury caused by RNA-binding protein localization to mitochondria [26]. Therefore, we consider rat neural stem cell-derived neurons transduced with adenoviruses expressing TDP-43 and undergoing cell death when exposed to ethacrynic acid to represent a reasonable cell model of TDP-43 proteinopathy and cytotoxicity.

We found that the reduction in viability of the TDP-43-expressing 1464R-differentiated neuronal cells was prevented by pre- or co-treatment with edaravone in a concentration-dependent manner in the presence or absence of ethacrynic acid. Considering that edaravone is a free-radical scavenger reducing intracellular ROS in rat primary neuronal, HT-22, and SHSY5Y cells [27,28,29], intracellular oxidative stress was presumed to be mitigated to some extent. The GO enrichment analysis highlighted DEGs of the ROS-related pathways, including positive regulation of reactive oxygen species metabolic process and response to hydrogen peroxide (Supplemental Figure S6). Thus, although the ROS levels were unquantitated in TDP-43 overexpressed 1464R-differentiated neuronal cells, we assumed that ethacrynic acid increased and edaravone reduced the increased ROS levels in this study. On the other hand, in TDP-43 overexpressed cells without oxidative stress by ethacrynic acid, edaravone prevented cell death, suggesting the presence of a mechanism other than the effect on ROS. Furthermore, even though ethacrynic acid induces intracellular oxidative stress by depleting cellular glutathione [30], edaravone did not affect the intracellular levels of cysteine and glutathione in Hepa 1-6 cells [31]. In addition, the 25 kDa CTF can induce cell death through a toxic gain-of-function [32], and cell death without ethacrynic acid stimulation. Therefore, edaravone is presumed to maintain cell viability by suppressing the neurotoxicity pathway resulting from TDP-43 proteinopathy through inhibiting oxidative stress and other mechanisms independent of inhibition of oxidative stress.

### 3.2. Transcriptome Analysis

In differential gene expression analysis, we examined functional clusters of coregulated genes and pathways involved in mediating the effect of edaravone on TDP-43-induced neurotoxicity. In the transcriptome analysis of TDP-43-expressing 1464R cells exposed to ethacrynic acid, we have identified changes in gene expression levels within the pathways of Nrf2-oxidative stress response, unfolded protein response (UPR), autophagy, and phosphoinositide (PI) metabolism, which are discussed below.

#### 3.2.1. Nrf2-Mediated Oxidative Stress Response

Genes involved in the Nrf2-mediated oxidative stress response were significantly enriched in cells transduced with adenoviruses expressing TDP-43 and treated with ethacrynic acid. Under oxidative stress conditions, Nrf2 is phosphorylated and translocated to bind to the antioxidant response element (ARE). As a result of the activation of numerous genes, HO-1 and GSR are upregulated [30,33]. Upregulation of HO-1, which metabolizes heme into Fe^2+^ and biliverdin, prevents the oxidation of proteins and lipid anions and plays a critical role in anti-inflammation, antioxidation, and antiapoptosis processes [3,34]. We assume that the measured gene expression changes among the Nrf2 pathway of TDP-43-expressing 1464R cells exposed to oxidative stress represent the activation of endogenous antioxidant pathways. 

Dysregulation of the Nrf2/ARE signaling pathway were observed in ALS postmortem tissues [34,35], as well as in ALS cellular models with mutant TDP-43 and other ALS-related genes [36,37,38]. As a result, the Nrf2/HO-1 pathway activators could potentially act as a therapeutic approach for future preventive medications in ALS [34,35]. The expression of genes involved in the Nrf2 pathway was upregulated following edaravone treatment in TDP-43-expressing 1464R cells in the presence of ethacrynic acid. It was previously shown that edaravone activates the Nrf2/HO-1 pathway, exerts neuroprotective effects (including a reduction of neurological and cognitive dysfunction), and protects against cell apoptosis in mouse and rat models of various neurological disorders [39,40,41,42]. In the Nrf2/G93A mouse model of ALS pathology, the expression of Nrf2 was accelerated in both spinal cord motor neurons and lower limb muscles during disease progression [43]. In this context, edaravone significantly alleviated the Nrf2 expression and degeneration of motor neurons and muscles [43]. In SH-SY5Y cells of human neuroblastoma, edaravone increased intracellular Nrf2, HO-1, and SOD levels, as well as Nrf2 nuclear translocation upon exposure to amyloid-beta (Aβ)_25–35_ [44]. Therefore, edaravone has the potential to activate the Nrf2/ARE signaling pathway by regulating Nrf2 at the transcriptional and translational levels, as well as at the translocation step [44], under the neurotoxic condition of TDP-43 proteinopathy. 

#### 3.2.2. UPR and Autophagy

Pathway analysis revealed that the expression of STIP1 and SQSTM1 genes was significantly upregulated upon edaravone treatment under the neurotoxic conditions induced by TDP-43 expression and ethacrynic acid. These DEGs are related to UPR and autophagy. STIP1, an intracellular co-chaperone of heat shock proteins (HSPs), facilitates protein transfer from Hsp70 to Hsp90 [45]. Hsp90 and its chaperone allow the mitigation of TDP-43 proteinopathy and toxicity in mammalian cells [46]. Hsp90 has a crucial role recognizing large and intrinsically instable proteins [47]. Protein misfolding is sensed by the endoplasmic reticulum (ER) and initiates the UPR, which is an adaptive process that reduces ER stress to maintain cellular function and viability [47,48]. ER stress is associated with the accumulation of unfolded or misfolded proteins, notably in neurodegenerative diseases and TDP-43 proteinopathy [49,50]. In rodent neuronal cells, edaravone prevented cell death by reducing apoptosis and ER stress [51,52]. These findings suggest that UPR is a pathway mediating the neuroprotective effect of edaravone in TDP-43 proteinopathy.

The DEGs included many genes related to the autophagy pathway. 

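Gabarapl1, of the gene family that marks autophagosome membranes, rose with edaravone in TDP-43 + EA cells (log2 fold change 1.05, SE 0.11, edgeR adjusted p = 2.2e-05), as did Wipi2, which acts early in autophagosome formation (log2 fold change 1.48, SE 0.17, edgeR adjusted p = 4.2e-05). Of 53 measured genes of autophagy and the lysosome, 21 rose, 5 fell and 27 did not pass (26 and 7 adjusted over the list alone). The list's median log2 fold change was 0.21 (limma camera adjusted p = 3.2e-04, and adjusted p = 0.0448 with an estimated correlation), but -0.07 with library size alone and -0.04 on log2(TPM + 1) of all genes, where the call is lost (adjusted p = 0.13; range over all alternatives 4.5e-09 to 0.13). In TDP-43 + EA against Control its members went both ways, with 17 higher and 12 lower.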

Autophagy is a primary stress response mechanism that delivers protein aggregates and misfolded proteins to lysosomes for degradation [53]. The accumulation of intracellular protein aggregates may result from defective autophagy in neurodegenerative diseases [53]. The SQSTM1 gene encodes the prototype autophagy receptor p62, which facilitates protein degradation through the autophagy system as well as the Nrf2 antioxidant pathway, and presents mutations in patients with ALS [54,55]. In addition, SQSTM1 mutation increases TDP-43-associated stress granule formation [56], and overexpression of p62 decreases TDP-43 aggregation in neuronal cells [57]. However, the direct effects of edaravone on the autophagy pathway remain to be determined. Considering that the autophagy and ER stress UPR pathways are closely associated [58], it will be interesting to study the effects of edaravone on the SQTM1/p62 protein in ALS.

#### 3.2.3. PI Metabolism

Pathway analysis identified seven significant pathways upon edaravone treatment in neuronal cells transduced with adenoviruses expressing TDP-43 and exposed to ethacrynic acid. Most of them were cellular membrane lipid-associated pathways, including inositol phosphate metabolism, as well as 3-PI biosynthesis and degradation. Phosphoinositides (PIPs) play critical roles in regulating myriad cellular processes, and their homeostasis is tightly controlled by numerous inositol kinases and phosphatases [59]. Mutations in PI modulating enzyme genes are largely associated with neurological disorders [59]. For example, FIG4 is a phosphatidylinositol 3,5-bisphosphate-specific 5-phosphatase presenting heterozygous mutations in association with ALS [60].

Among the identified genes belonging to the PI metabolism pathways, the expression of ALPL was downregulated in neuronal cells with TDP-43 overexpression and further upregulated by their treatment with edaravone. The ALPL gene encodes tissue nonspecific isoenzyme of alkaline phosphatase (TNAP) [61], which may mediate axonal growth [61], and emerges as a potential biomarker of disease progression in ALS [62]. Therefore, further investigations of edaravone effects on PI metabolism pathways in ALS are warranted.

### 3.3. Mechanism of Action of Edaravone on the Neurotoxicity Induced by TDP-43 and Ethacrynic Acid

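In TDP-43 + EA against Control, genes of the unfolded protein response and of autophagy did not move as 1 group. Of 33 ER chaperones and genes of ER-associated degradation, 8 rose and 7 fell, in the same numbers adjusted over the list alone, with Dnajb9, a co-chaperone gene of the ER (1.43, SE 0.18 on the log2 scale), Ero1a, an oxidase gene (1.08, SE 0.11), and P4hb (0.67, SE 0.09), a disulfide isomerase gene, among those that rose. Their median was -0.02 and their mean 0.09 (limma camera adjusted p = 0.85). ATF4 and CHOP targets split into 8 higher and 7 lower of 27 (9 and 8 adjusted over the list alone), with Ppp1r15a (1.87, SE 0.16), which reverses the block of translation, and Cebpg (1.24, SE 0.12) among the higher ones; their median of 0.03 (limma camera adjusted p = 0.60) turns to -0.02 with library size alone. Of 53 autophagy and lysosome genes, 19 were higher and 14 lower adjusted over the list alone; Bag3, a selective autophagy co-chaperone gene, rose, as did Sqstm1 (1.37, SE 0.09), Gabarapl1 (1.22, SE 0.11) and the protease gene Ctsd (0.83, SE 0.09). That list's median was 0.04 (limma camera adjusted p = 0.36), but -0.01 with library size alone; in DESeq2 it passed (adjusted p = 0.034; range over all alternatives 6.4e-05 to 0.77). With edaravone 10 of the ER genes rose and 5 fell (12 and 6 adjusted over the list alone), with Herpud1 at 0.63, SE 0.09 and Dnajc3 at 0.77, SE 0.09; the median of 0.17 did not pass (limma camera adjusted p = 0.15) and turns to -0.10 with library size alone.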

In 1464R neuronal cells, TDP-43 and oxidative stress induced the expression of genes related to multiple pathways, including Nrf2, UPR, and autophagy, consistent with previous reports on TDP-43 proteinopathy and ALS [63,64,65]. These changes may contribute to adaptive responses of neuronal cells to oxidative stress and ER stress. Edaravone is presumed to normalize these aberrant pathways in the TDP-43 proteostasis network, leading to the prevention of cell death.

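Of the genes that changed in TDP-43 + EA cells, more moved further from Control with edaravone than back toward it. Hmox1, Nqo1 (0.97, SE 0.14 on the log2 scale), Hspa1b and Fosl1 rose in both steps. Alpl, Glrx and Mt2A rose and then fell, and Plcg2 and Ptgds fell and then rose. Of 1563 DEGs of TDP-43 + EA against Control, 966 (61.8%, binomial 95% interval 59.3 to 64.2%, genes not being independent) had a change of the same sign in TDP-43 + EA + Eda against TDP-43 + EA. In edgeR 444 of them passed an adjusted p of 0.05 with the same sign and 106 with the opposite sign. As both comparisons hold the 3 TDP-43 + EA libraries, an unchanged Group 4 drawn in 20 simulations gave 40.6% (39.4 to 42.2%), and 40.9% (38.1 to 44.1%) when drawn with fitted replicate effects. Across 13230 genes, which are not independent replicates, the fold changes had a Pearson r of 0.0650, a Spearman rho of 0.192 and a covariance of 0.0512, against -0.164 for r and -0.0659 for the covariance in the simulations. Higher in both were 129 DEGs, where independent lists would share 18.8, and higher then lower 27 (independent lists 39.2). Lower in both were 33 (22.6), and lower then higher 11 (10.9). Independent lists leave out the shared libraries, which push toward opposite signs, and the simulations (without replicate effects, 0 to 1 DEGs in both) leave out any change with edaravone, so neither gives the overlap of unrelated changes. When DEGs of TDP-43 + EA against Eda were taken instead, 61.6% had the same sign. This is no separate check, since the TDP-43 + EA libraries are still shared and no gene passed between Eda and Control in edgeR.

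**Figure D3:**
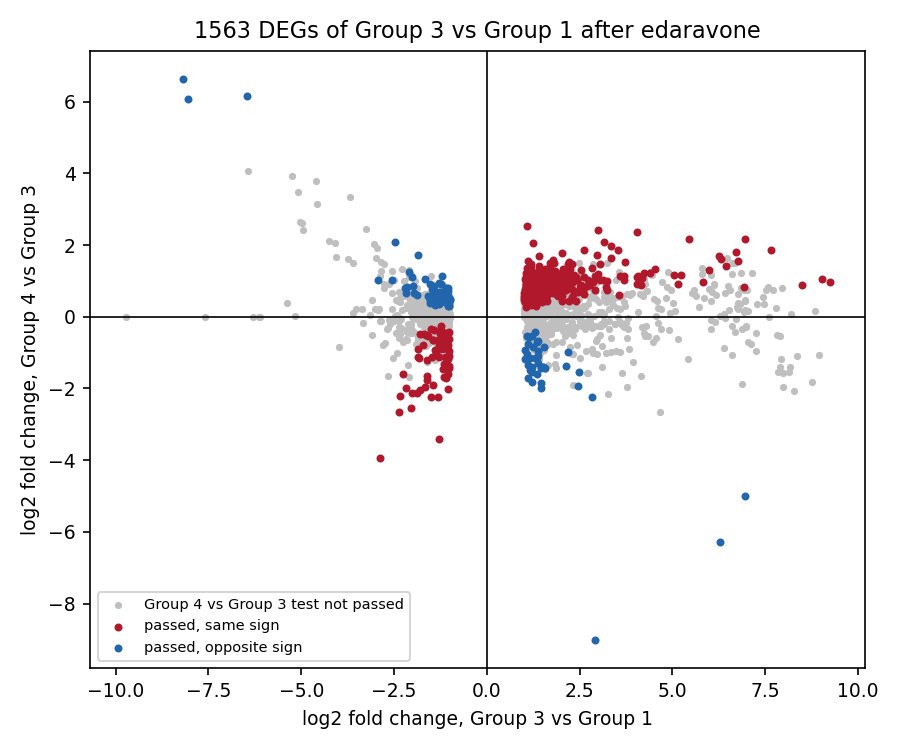
Log2 fold changes (edgeR, fitted values also where a group had no count) of the 1563 DEGs of TDP-43 + EA against Control (x axis) and of TDP-43 + EA + Eda against TDP-43 + EA (y axis), n = 3 libraries per group. Red genes pass an adjusted p of 0.05 on the y axis with the same sign (444), blue ones with the opposite sign (106), and grey ones do not pass.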

### 3.4. Limitation of the Study

This study has three main limitations. First, this exploratory study was conducted in TDP-43-expressing 1464R neuronal cells as a model of proteinopathy. Confirmatory studies in other ALS/TDP-43 proteinopathy models are considered necessary. Second, this study revealed changes in expression levels of transcripts. Therefore, the impact of these changes in the expression of identified genes and pathways should be analyzed using pharmacological stimulators or inhibitors and gene-manipulated cells/animals. Third, this study used differentiated cells originating from rat neural stem cells. The effects of edaravone on endogenous and spontaneous TDP-43 pathology should be addressed in the future using neuronal cells derived from induced pluripotent stem cells or neural stem cells of human origin harboring mutations associated with ALS.

## 4. Materials and Methods

### 4.1. Adult Rat Neural Stem Cell Line 1464R

All experiments were performed in accordance with the Japanese National Guidelines and Regulations. They were approved by the Biosafety Committee and Animal Care and Use Committee of the Kyorin University Faculty of Health Sciences.

The 1464R adult rat neural stem cell line was established as previously described [12,13]. The cells were cultured in Neurobasal medium (#21103-049; Thermo Fisher Scientific, Waltham, CA, USA) on 10 cm dishes coated with poly-2-hydroxyethyl methacrylate (#P3932; Sigma) to prevent cell attachment in a 5% CO_2_ atmosphere at 37 °C. The growth medium contained 2 mM L-glutamine (#25030-081; Thermo Fisher Scientific), 2% B-27 supplement (#17504-044; Thermo Fisher Scientific), 10 ng/mL fibroblast growth factor 2 (FGF2) (#F0291; Sigma, St. Louis, MO, USA), 10 ng/mL epidermal growth factor (#E9644; Sigma), 50 units/mL penicillin, and 50 μg/mL streptomycin (#15070-063; Thermo Fisher). The 1464R cells, which form typical neurospheres, were mechanically dissociated and serially passaged in the same growth medium twice a week. To differentiate 1464R cells into neuronal and glial cells, the dissociated cells were seeded onto poly-L-lysine (PLL) (#P1524; Sigma)-coated 96-well plates at a density of 8 × 10^4^ cells/well for cell viability assay or 6-well plates at a density of 1 × 10^6^ cells/well for DEG assay, and then maintained in a differentiation medium consisting of F-12 medium (#11765-054; Thermo Fisher Scientific) containing 5% fetal bovine serum (Moregate, Australia), 0.5% N-2 supplement (#17502-048; Thermo Fisher Scientific), 1% B-27 supplement, 1 μmol/L ATRA (#R2625; Sigma), 50 units/mL penicillin, and 50 μg/mL streptomycin in a 5% CO_2_ atmosphere at 37 °C for 4 days.

### 4.2. Adenovirus Infection

For adenovirus infection, the differentiation medium was replaced by a serum-free, antioxidant-free F-12 medium containing 0.5% N-2 supplement, 1 μmol/L ATRA, 50 units/mL penicillin, and 50 μg/mL streptomycin in a 5% CO_2_ atmosphere at 37 °C. Recombinant adenovirus vectors encoding DsRed-tagged full-length human WT (AxDsRhWTTDP43; RIKEN DNA Bank Japan; #RDB15499) and CTF (208-414aa of TDP-43) (AxDsRhCTFTDP43; RIKEN #RDB15500) TDP-43 cDNAs were prepared as described previously [12,13]. The cells on PLL-coated 6- or 96-well plates were infected with adenoviruses at a multiplicity of infection of 50.

### 4.3. Edaravone and/or Ethacrynic Acid Treatment

Edaravone synthesized at Mitsubishi Tanabe Pharma Corporation (Osaka Japan) was added to the cells infected with adenoviruses expressing the WT and CTF TDP-43 at final concentrations of 1–200 μmol/L in the cell viability assay and 50 μmol/L in the sequence analysis assay. Edaravone was prepared in DMSO (100%), and the final concentration of DMSO was set at 0.1% in both vehicle and edaravone treatments. Twenty-four hours later, the cells received a medium either containing or not containing 20 μmol/L ethacrynic acid (#SML1083; Sigma) and were further incubated for 24 h.

### 4.4. Cell Viability Assay

The cells were then incubated with a CCK-8 solution (#CK04; DOJINDO, Tokyo, Japan) at 10 μL/200 μL culture medium for 4 h, and the absorbance at 450 nm was measured with a microplate reader.

### 4.5. Double-Stranded cDNA Amplification

From the frozen pellets of the cultured cells (>10^6^ cells), total RNA was extracted with NucleoSpin RNA (Macherey-Nagel GmbH & Co. KG, Düren, Germany) according to the manufacturer’s instructions. The RNA was of high quality, with an RNA integrity number score of ≥7, RNA concentration of ≥2 ng/µL, and total RNA amount of ≥50 ng, as assessed using a TapeStation and Bioanalyzer RNA 6000 Nano Chip (Agilent Technologies, Inc., Santa Clara, CA, USA).

Using the RNA (1.0 ng) as a template, double-stranded cDNA was synthesized using a Switching Mechanism At 5′ End of RNA Template (SMART) method with SMART-Seq^®^ v4 Ultra^®^ Low Input RNA Kit for Sequencing (Clontech Laboratories, Inc., Mountain View, CA, USA) according to the manufacturer’s instructions. The double-stranded cDNA was amplified in 13 cycles of polymerase chain reaction (PCR). The PCR product was purified using the magnetic bead method with AM Pure XP (Beckman Coulter, Inc., Brea, CA, USA).

### 4.6. Library Preparation

The double-stranded cDNA was fragmented by a tagmentation reaction involving transposon-cleaving and tagging. Subsequently, both ends of the fragmented cDNA were ligated using adapter sequences with the Nextera XT DNA Library Prep Kit and Nextera XT Index Kit v2 (Illumina, Inc., San Diego, CA, USA). The ligated cDNA (0.2 ng) was amplified in 12 cycles of PCR using a unique sequence for each sample. The PCR products from all samples were pooled into one library to avoid sequencing batch effects in the following sequencing step.

### 4.7. Sequencing

The library was sequenced on the NovaSeq 6000 system with NovaSeq 6000 S4 Reagent Kit and NovaSeq Xp 4-Lane Kit (Illumina, Inc., San Diego, CA, USA) using the NovaSeq Control Software (version 1.6.0; Illumina, Inc., San Diego, CA, USA). Base calls and quality scores were generated by Real Time Analysis (version 3.4.4; Illumina, Inc., San Diego, CA, USA). The base call files were converted into FASTQ files using bcl2fastq2 (version 2.20; Illumina, Inc., San Diego, CA, USA).

### 4.8. Sequence Analysis

The resultant 150 base pair-end reads were aligned using the rat genome assembly (version 6.0, top level) and transcript annotation (release 101), downloaded from the Ensembl database [66], on a DRAGEN Bio-IT platform (version 3.6.3; Illumina, Inc., San Diego, CA, USA) using default parameters. On the basis of the alignment to the references, RNA abundance at the gene level was calculated as count and transcript per million (TPM). Note that the TPM per transcript *i* is calculated as follows:

(1) $$TPM_{i}=10^{6}*\frac{m_{i}/l_{i}}{\sum_{i}\left(m_{i}/l_{i}\right)\;},$$

where *m_i_* and *l_i_* represent the number of reads mapped to transcript *i* and length of transcript *i*, respectively. Downstream analyses were performed using R (version 3.6.0) [67].

### 4.9. Principal Component Analysis

For quality check of the RNA sequencing data, principal component analysis was performed with the obtained TPM values after trimming the genes with a variance < 1 among all samples.

### 4.10. Differential Expression Analysis

Using DESeq2 with the count data [15], shrunken log2 fold changes and *p*-values from a Wald test were calculated by adjusting for multiple testing with the BH procedure [16]. Genes were considered statistically significant when meeting the following criteria: (i) absolute log2 fold change ≥ 1 and (ii) adjusted *p*-value ≤ 0.05.

### 4.11. GO Enrichment Analysis

GO data were retrieved from the BioMart database [68,69]. To identify GO terms related to DEGs, a GO enrichment analysis was performed using a hypergeometric distribution to determine which GO terms were significantly overrepresented in the genes compared to what is expected by chance. The resulting *p*-values were adjusted for multiple testing using the BH procedure [16].

### 4.12. qRT-PCRStatistical Analysis

Reverse transcription was performed using SuperScript^®^ VILO^®^ Master Mix (#11755-250, Thermo Fisher Scientific). qRT-PCR was performed using TaqMan^®^ FAST Advanced Master Mix (#4444557, Thermo Fisher Scientific). Relative expression of each gene was normalized to actin beta. The primer sequences (Thermo Fisher Scientific) are listed in Supplemental Table S3.

### 4.13. Pathway Analysis

Pathway analysis was performed using Ingenuity Pathway Analysis (QIAGEN, Inc., Hilden, Germany).

### 4.14. Statistical Analysis

Statistical differences were analyzed using SAS (version 9.4, SAS Institute., Cary, NC, USA) for group comparisons. Two-tailed *p*-value < 0.05 was considered statistically significant.

## 5. Conclusions

Edaravone suppressed neurotoxicity in 1464R-differentiated neuronal cells transduced with adenoviruses expressing WT and CTF TDP-43 and treated with ethacrynic acid. Transcriptome analysis revealed that the protective effects were associated with changes of gene expression in pathways of Nrf2-mediated oxidative stress response, UPR, and autophagy. Furthermore, genes involved in cellular membrane lipid-associated pathways, including inositol phosphate metabolism, as well as 3-phosphoinositide biosynthesis and degradation, were significantly expressed upon edaravone treatment. Thus, the present findings identify novel putative molecular target pathways underlying edaravone treatment in sporadic ALS patients with TDP-43 proteinopathy.

## Figures and Tables

**Figure 1:**
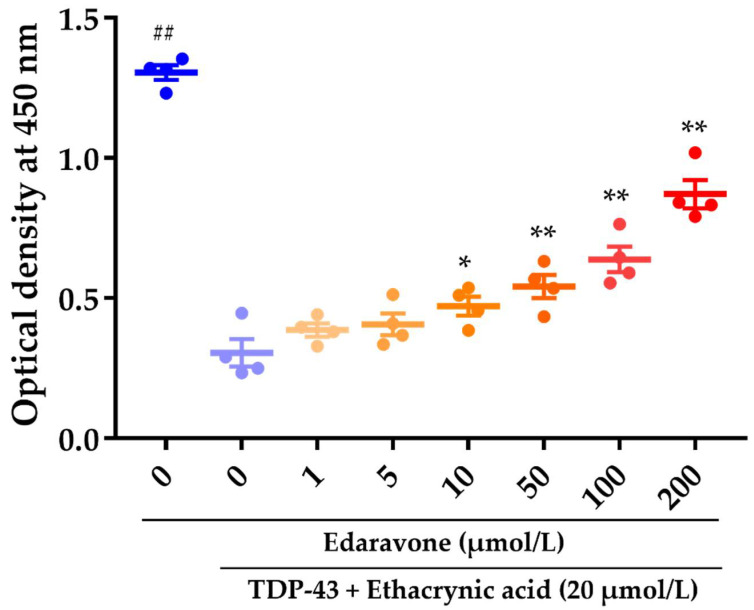
Effects of edaravone against neurotoxicity in rat neural stem cell-derived neurons transduced with adenoviruses expressing wild-type and C-terminal fragment TDP-43 and treated with ethacrynic acid. Neurotoxicity was analyzed as a decrease in cell viability using the CCK-8 assay. Data are expressed as mean ± standard error of the mean (n = 4 wells in 1 experiment). ^##^ *p* < 0.01 compared to the group of TDP-43 plus ethacrynic acid (Student’s *t*-test). * *p* < 0.05, ** *p* < 0.01 compared to the group of TDP-43 plus ethacrynic acid (Williams’ multiple comparison test).

**Figure 2:**
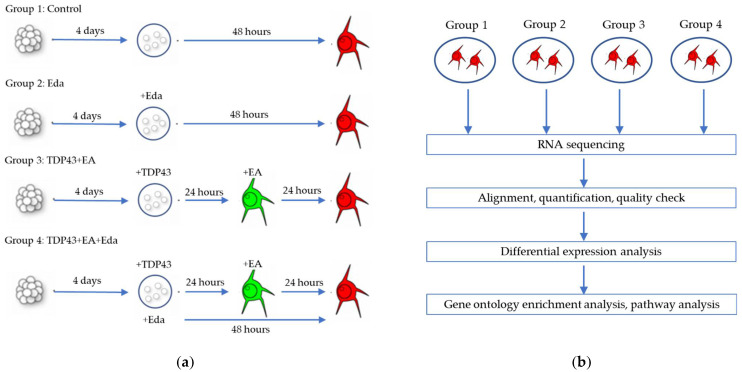
Overview of transcriptome analysis. (**a**) Schematic illustration of experimental design. (**b**) Schematic diagram of RNA sequencing and data analysis (n = 3 in 3 experiments). Eda—Edaravone (50 μmol/L); EA—Ethacrynic acid (20 μmol/L).

**Figure 3:**
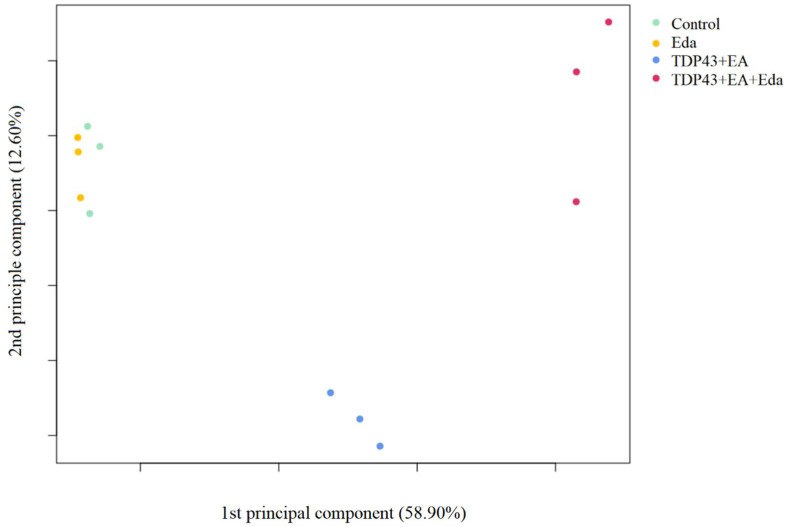
Principal component analysis. Values in parenthesis on the X- and Y-axis titles represent contribution rates. Light green, orange, blue, and red dots represent samples in the Control, Eda (edaravone-treated cells), TDP43 + EA (ethacrynic acid-treated cells expressing TDP-43), and TDP43 + EA + Eda (edaravone- and ethacrynic acid-treated cells expressing TDP-43) groups, respectively. Eda—Edaravone; EA—Ethacrynic acid.

**Figure 4:**
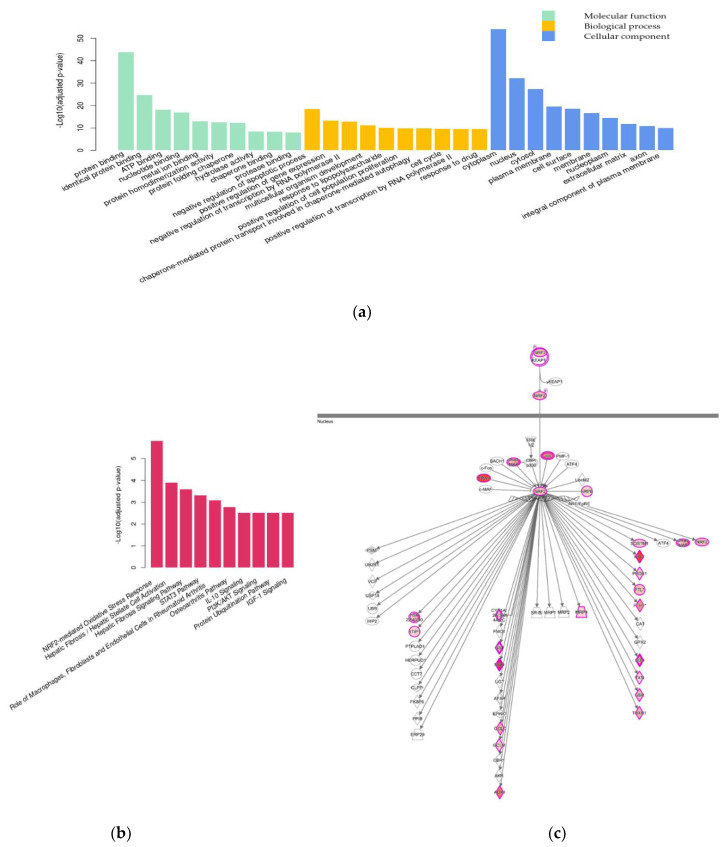
Gene Ontology (GO) enrichment analysis and pathway analysis of differentially expressed genes (DEGs) among differentiated neuronal cells affected by neurotoxicity induced by TDP-43 and ethacrynic acid. (**a**) The top 10 significantly enriched GO terms according to a hypergeometric test *p*-value adjusted with the Benjamini–Hochberg (BH) procedure. Green bars: GO terms in molecular function category; orange bars: GO terms in biological process category; blue bars: GO terms in cellular component category. (**b**) The top 10 significant pathways according to *p*-value adjusted with the BH procedure. (**c**) The illustration of the nuclear erythroid 2-related-factor (Nrf2)-mediated oxidative stress response pathway is generated using the Ingenuity Pathway Analysis software. Red objects represent genes that were upregulated in the neurotoxic condition induced by TDP-43 and ethacrynic acid.

**Figure 5:**
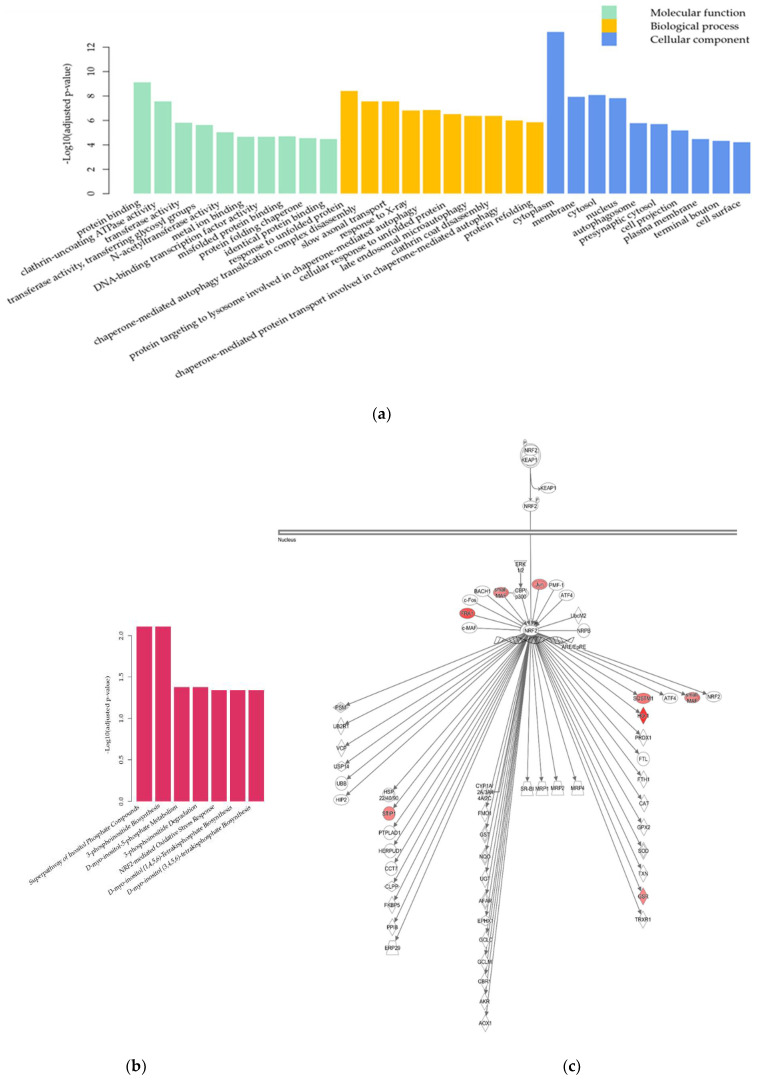
Gene Ontology (GO) enrichment analysis and pathway analysis of differentially expressed genes (DEGs) upon edaravone treatment of differentiated neuronal cells under the neurotoxic condition induced by TDP-43 and ethacrynic acid. (**a**) The top 10 significantly enriched GO terms according to a hypergeometric test *p*-value adjusted with the Benjamini–Hochberg (BH) procedure. Green bars: GO terms in molecular function category; orange bars: GO terms in biological process category; blue bars: GO terms in cellular component category. (**b**) Significant pathways (BH-adjusted *p*-value ≤ 0.05). (**c**) The illustration of the Nrf2-mediated oxidative stress response pathway is generated using the Ingenuity Pathway Analysis software. Red objects represent genes that were upregulated with the addition of edaravone to differentiated neuronal cells under the neurotoxic condition induced by TDP-43 and ethacrynic acid.

**Figure 6:**
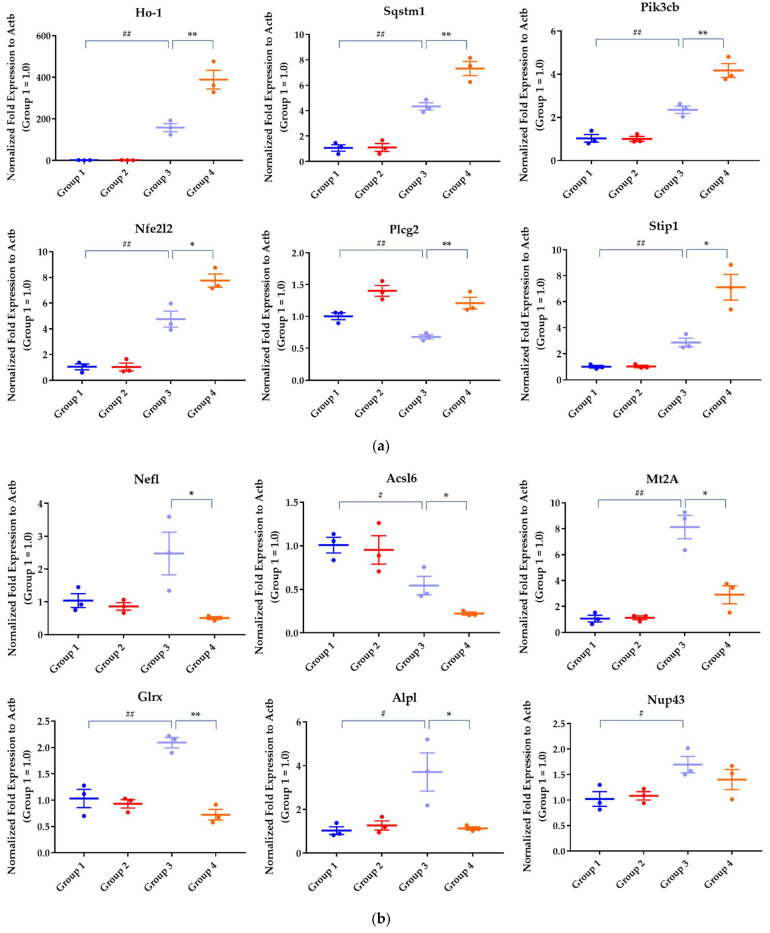
qPCR analysis of representative genes. (**a**) Upregulated and (**b**) downregulated genes upon edaravone treatment. Data are represented as mean ± standard error of the mean (n = 3 in 3 experiments). At first, Group 1 (Control) and Group 3 (TDP-43 + EA) were compared to find the effect of proteinopathy using a Student’s *t*-test # *p* < 0.05, ## *p* < 0.01. Then, the difference between Group 3 and Group 4 (TDP-43 + EA + Eda) was analyzed to find the effect of edaravone on proteinopathy-induced changes using a Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01.

**Table 1:** Number of differentially expressed genes.

Group	Group 1	Group 2	Group 3	Group 4
Group 1 (Control)		0/0	853/467	1654/1095
Group 2 (Eda)			876/478	1661/1130
Group 3 (TDP-43 + EA)				169/260
Group 4 (TDP-43 + EA + Eda)				

Group 1, Control; Group 2, edaravone-treated cells (Eda); Group 3, ethacrynic acid-treated cells expressing TDP-43 (TDP43 + EA); and Group 4, edaravone- and ethacrynic acid-treated cells expressing TDP-43 (TDP43 + EA + Eda). The numerator and denominator values in each column represent the number of genes that were up- or downregulated in the corresponding column group compared to the corresponding row group, respectively. Eda—Edaravone; EA—Ethacrynic acid.

**Table 2:** List of representative genes whose expression was significantly changed by edaravone treatment.

Gene Name	Description	Group 3 to Group 1		Group 4 to Group 3	
		log2 Ratio	*p* Values	log2 Ratio	*p* Values
**Upregulated genes ^a^**					
Ho-1	heme oxygenase 1	6.601	0.000	1.755	4.712 × 10^−44^
Cebpb	CCAAT/enhancer binding protein beta	2.930	4.358 × 10^−164^	1.661	1.309 × 10^−28^
Plpp3	phospholipid phosphatase 3	0.751	7.027 × 10^−4^	1.307	3.287 × 10^−10^
Sqstm1	sequestosome 1	1.366	1.227 × 10^−55^	1.225	2.665 × 10^−26^
Pik3cb	phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit beta	0.879	8.668 × 10^−11^	1.157	2.285 × 10^−18^
Txndc2	thioredoxin domain-containing 2	0.917	4.981 × 10^−2^	1.153	5.690 × 10^−3^
Hspa8	heat shock protein family A (Hsp70) member 8	1.931	1.714 × 10^−79^	1.151	4.385 × 10^−13^
Hsph1	heat shock protein family H (Hsp110) member 1	4.000	0.000	1.027	2.124 × 10^−7^
Ptgds	prostaglandin D2 synthase	−1.115	1.478 × 10^−4^	0.954	2.334 × 10^−3^
Nfe2l2	nuclear factor erythroid 2-like 2	1.898	1.063 × 10^−43^	0.923	9.336 × 10^−11^
Plcg2	phospholipase C, gamma 2	−1.570	3.015 × 10^−11^	0.881	4.049 × 10^−3^
**Downregulated genes ^b^**					
Nefl	neurofilament light	0.738	1.168 × 10^−1^	−1.778	5.902 × 10^−7^
Acsl6	acyl-CoA synthetase long-chain family member 6	−1.225	2.073 × 10^−6^	−1.582	1.693 × 10^−5^
Mt2A	metallothionein 2A	2.134	5.863 × 10^−9^	−1.425	9.110 × 10^−5^
Mt1	metallothionein 1	0.866	8.031 × 10^−6^	−1.392	3.600 × 10^−9^
Glrx	glutaredoxin	0.726	3.319 × 10^−3^	−1.262	8.634 × 10^−6^
Alpl	alkaline phosphatase, biomineralization associated	1.344	1.392 × 10^−4^	−1.098	1.057 × 10^−3^
Nup43	nucleoporin 43	0.947	6.178 × 10^−5^	−0.888	1.606 × 10^−4^

^a^ Upregulated significantly (adjusted *p*-value ≤ 0.01 and/or log2 fold change ≥ 1) in Group 4 compared to Group 3. ^b^ Downregulated significantly (adjusted p-value ≤ 0.01 and/or log2 fold change ≤ −1) in Group 4 compared to Group 3.

## Data Availability

The FASTQ files are supposed to be deposited in the Gene Expression Omnibus archive at the National Center for Biotechnology Information (GSE207578; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207578 (accessed on 6 July 2022)) [70,71].

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ph15070842/s1. Figure S1. Effects of edaravone (simultaneous treatment with ethacrynic acid for 24 h) against neurotoxicity in cells transduced with adenoviruses expressing WT and CTF TDP-43; Figure S2. Cell viability of 1464R-derived cells expressing TDP-43 for 48 h and the effect of ethacrynic acid (EA) treatment for 24 h following expression of TDP-43; Figure S3. Effects of edaravone on TDP43-expression-induced neurotoxicity without ethacrynic acid in rat neural stem cell-derived neurons; Figure S4. The heatmap of the number of DEGs by inter-group comparative analysis to all combinations; Figure S5. GO enrichment analysis on pharmacological effects of edaravone and/or ethacrynic acid (EA) treatment in TDP-43 expressed and normal cells; Figure S6. GO enrichment analysis among differentiated neuronal cells affected by neurotoxicity induced by ethacrynic acid; Table S1. The comparison of gene expression profiles between cells TDP-43 expressing and non-expressing (control) cells; Table S2. Expression levels of genes related to PI metabolism pathways between the Control (Group 1) and the TDP43+EA groups (Group 3); Table S3. List of qPCR primers used in experiments in Figure 6.

# Supplementary material for: The Protective Effect of Edaravone on TDP-43 Plus Oxidative Stress-Induced Neurotoxicity in Neuronal Cells: Analysis of Its Neuroprotective Mechanisms Using RNA Sequencing
**Source:** Pharmaceuticals (Basel). 2022 Jul 8;15(7):842. doi: 10.3390/ph15070842
**Supplement:** Supplementary file 1

Supplemental Data

The protective effect of edaravone on TDP-43 plus oxidative stress-induced neurotoxicity in neuronal cells: Analysis of its neuroprotective mechanisms using RNA sequencing

Aki Soejima-Kusunoki ^{1,*}, Kinya Okada ², Ryuta Saito ² and Kazuhiko Watabe ³

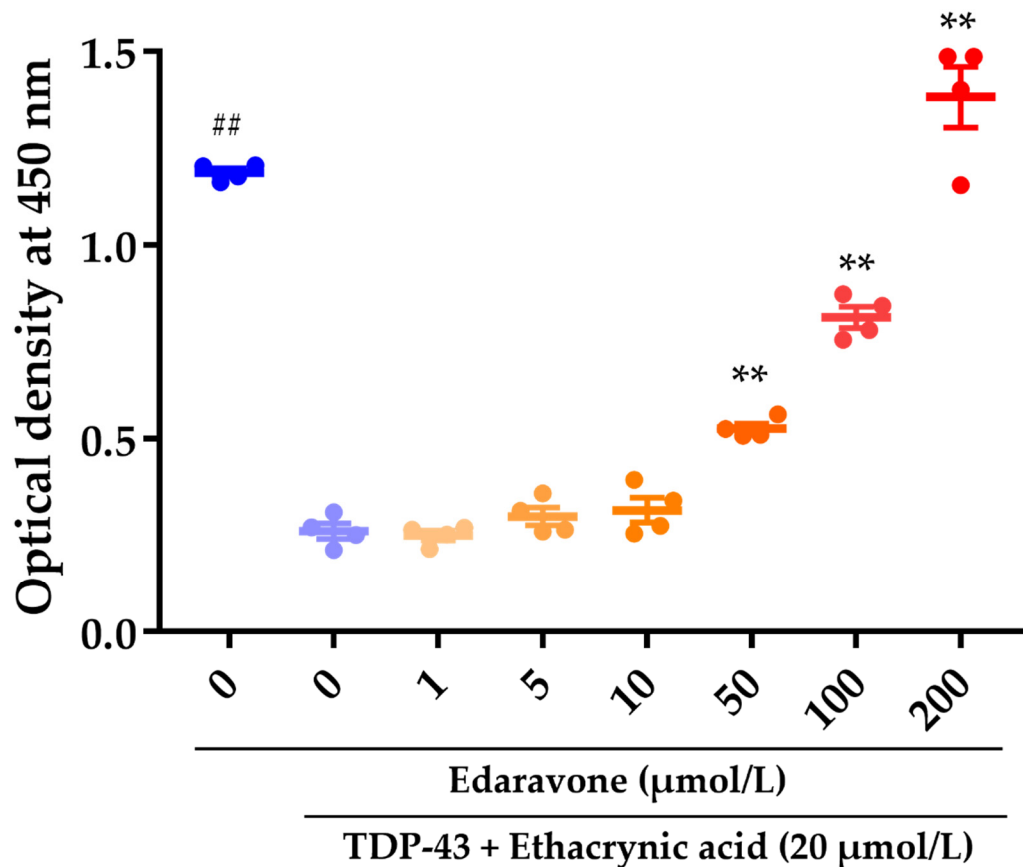

Figure S1. Effects of edaravone (simultaneous treatment with etacrynic acid for 24 h) against neurotoxicity in cells transduced with adenoviruses expressing WT and CTF TDP-43

Neurotoxicity was analyzed as a decrease in cell viability using the CCK-8 assay. Data are expressed as mean $\pm$ standard error of the mean (SEM) (n = 4 wells in 1 experiment). ##p < 0.01 compared to

the group of TDP-43 plus ethacrynic acid (Student t-test). $**p < 0.01$ compared to the group of TDP-43 plus ethacrynic acid (Williams' multiple comparison test).

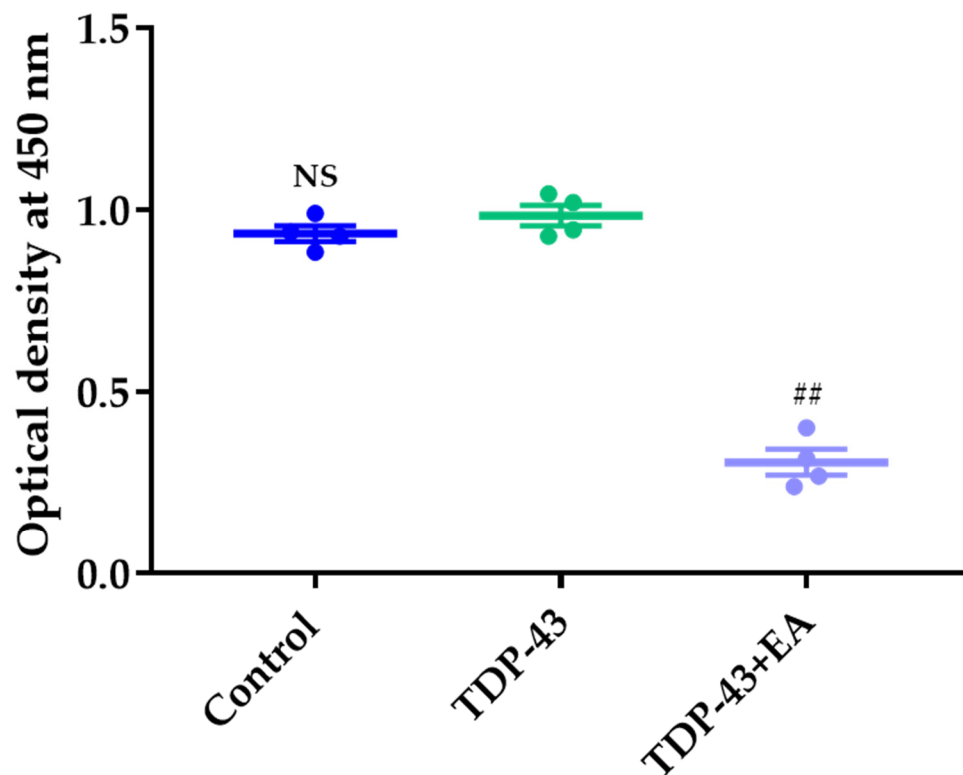

Figure S2. Cell viability of 1464R-derived cells expressing TDP-43 for 48 h and the effect of etacrynic acid (EA) treatment for 24 h following expression of TDP-43. Data expressed as mean $\pm$ SEM (N = 4). ##P < 0.01; NS: Not significant vs. TDP-43 (t-test).

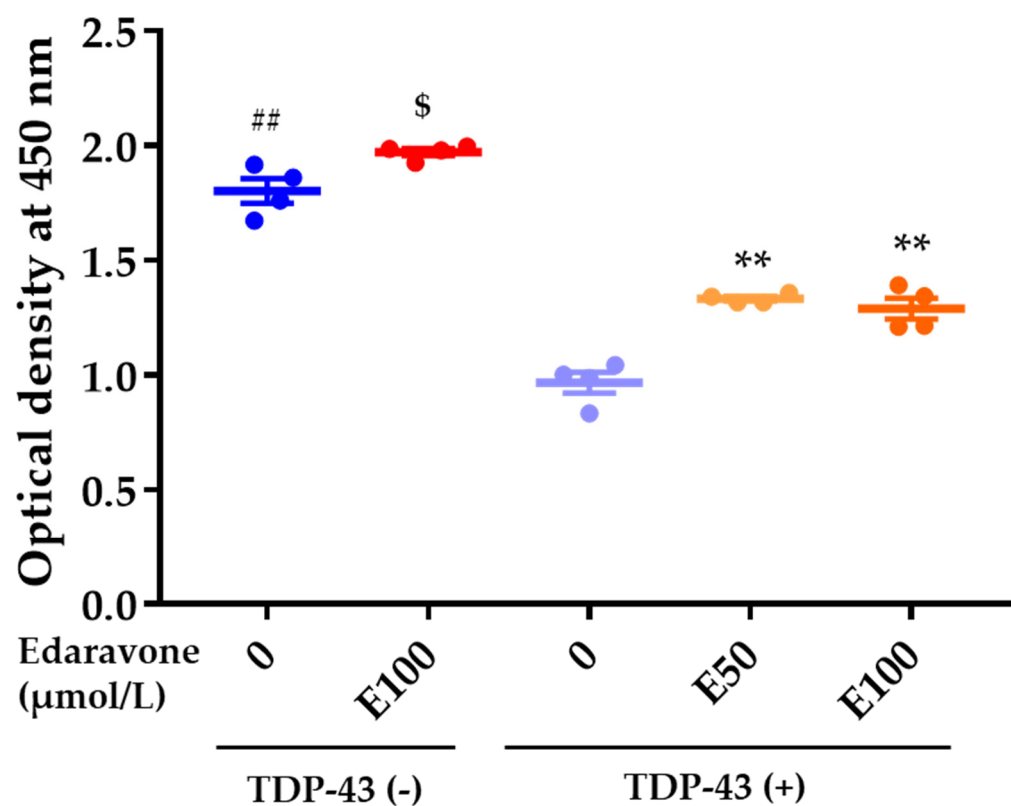

Figure S3. Effects of edaravone on TDP43-expression-induced neurotoxicity without ethacrynic acid in rat neural stem cell-derived neurons

Normal or TDP-43-expressed cells were maintained for 48 h, and edaravone at various concentrations was treated for another 48 h. The neurotoxicity was analyzed as a decrease in cell viability with the CCK-8 assay. Data expressed as mean $\pm$ SEM (N = 4). ##P < 0.01 vs. TDP43 (+) control (t-test); **P < 0.01 vs. TDP43 (+) control (Williams' multiple comparison test); \$p < 0.05 vs. TDP-43 (-) control (t-test).

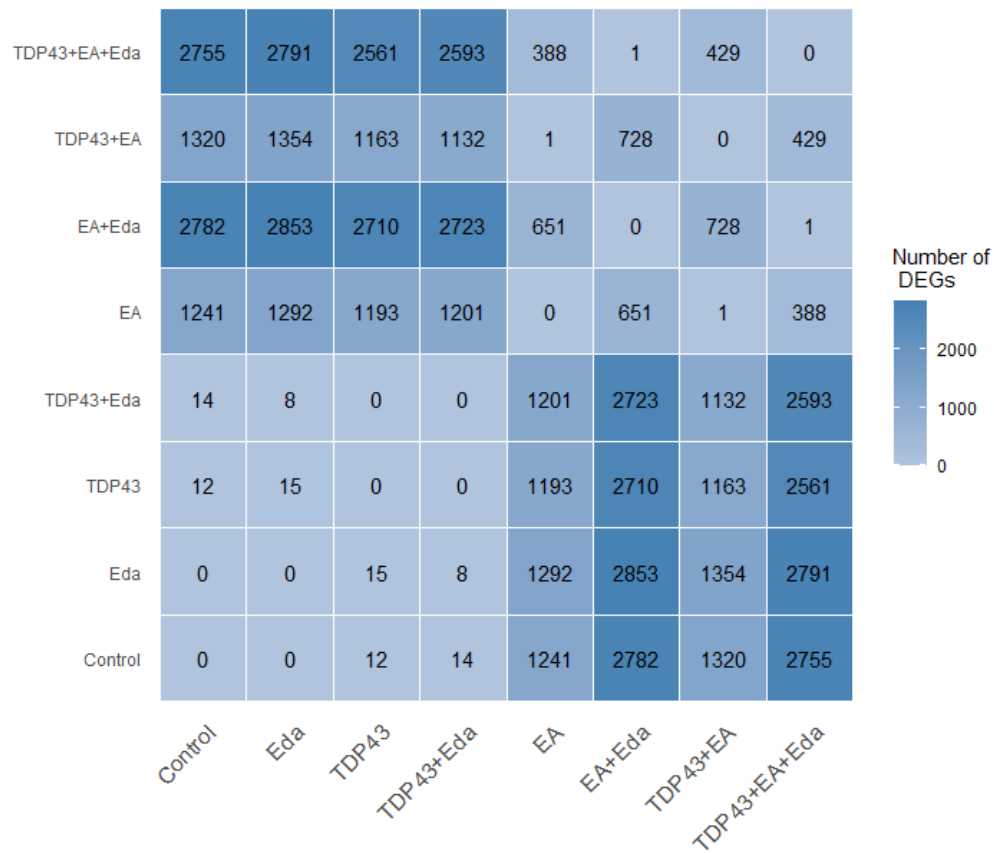

Figure S4. The heatmap of the number of DEGs by inter-group comparative analysis to all combinations

EA, ethacrynic acid; Eda, Edaravone; TDP-43, TDP-43-expressed cells.

The number of DEGs in normal control vs. TDP-43-expressed, normal control vs normal control + EA, normal control vs. TDP-43-expressed+ EA, TDP-43-expressed vs. TDP-43-expressed + EA was 12, 1241, 1320, and 1163, respectively.

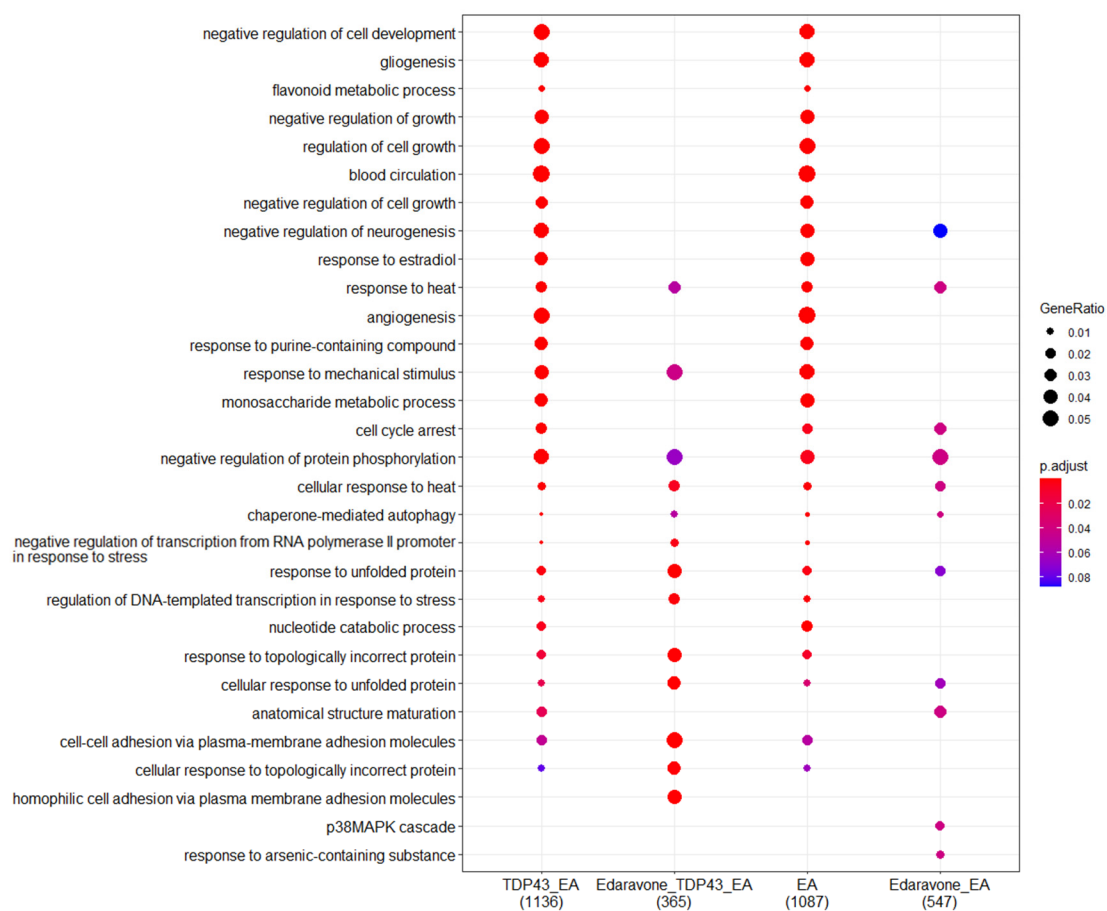

Figure S5. GO enrichment analysis about pharmacological effects of edaravone and/or ethacrynic acid (EA) treatment in TDP-43 expressed and normal cells

DEGs of edaravone treatment were enriched in similar GO categories in EA-treated normal and TDP-43-expressed cells.

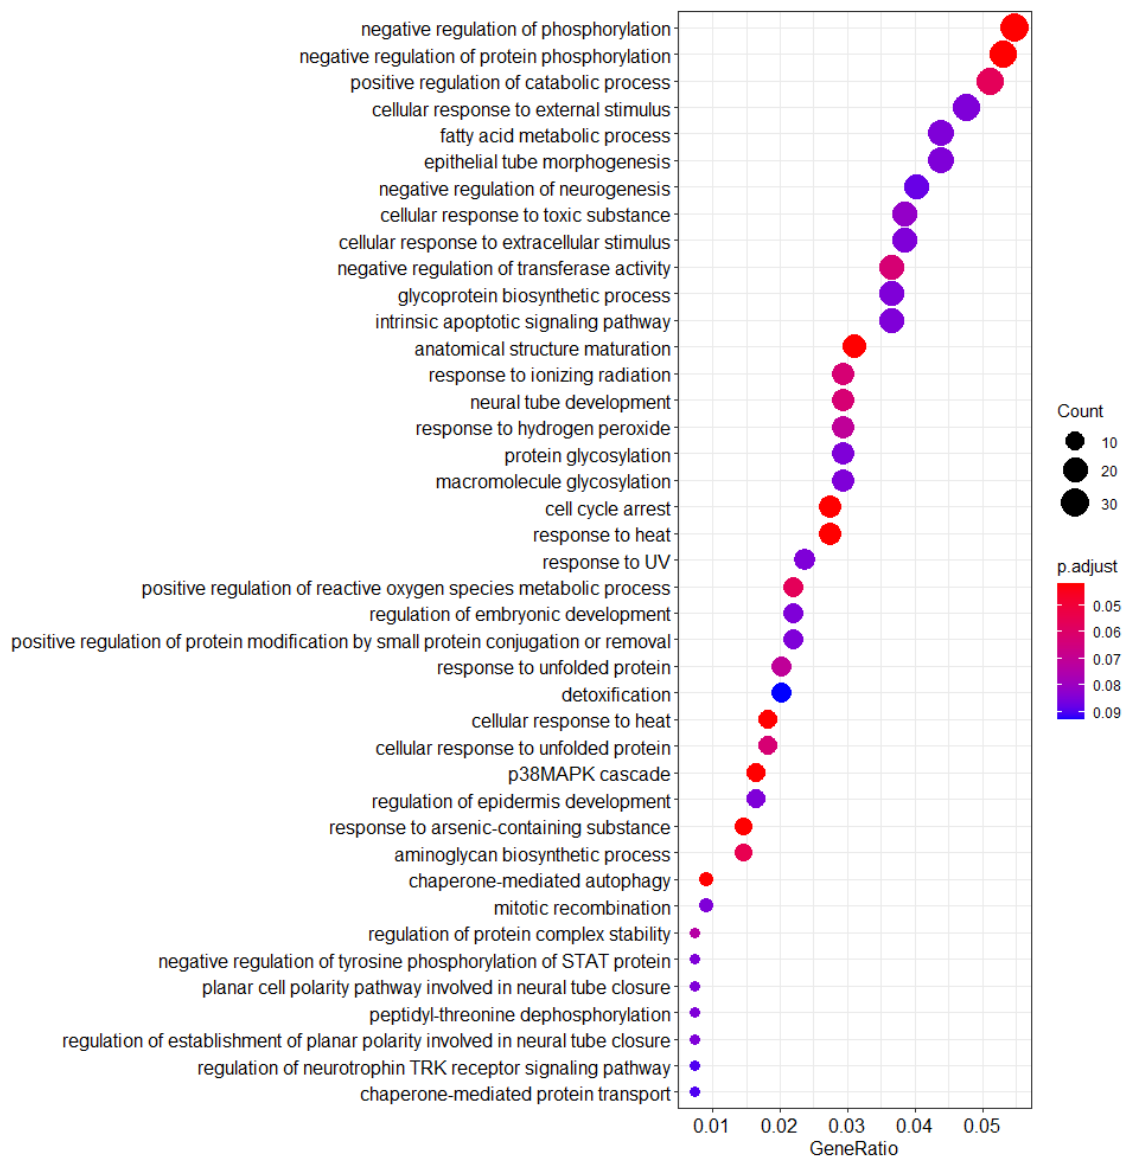

Figure S6. GO enrichment analysis among differentiated neuronal cells affected by neurotoxicity induced by ethacrynic acid

The enriched pathways were identified by p-value adjusted with the BH procedure < 0.1 and ranked DEGs gene ratio in GO categories.

Table S1. The comparison of gene expression profiles between cells TDP-43 expressing and non-expressing (control) cells

Gene Name	Description	q-value	log2 fold-change
Nusap1	nucleolar and spindle associated protein 1 [Source:RGD Symbol;Acc:1305764]	1.36E-14	1.12E+00
Ninl	ninein-like [Source:RGD Symbol;Acc:1306152]	8.95E-25	1.30E+00
Tardbp	TAR DNA binding protein [Source:RGD Symbol;Acc:1310906]	0.00E+00	4.06E+00
Tnfsf9	TNF superfamily member 9 [Source:RGD Symbol;Acc:727974]	9.26E-14	1.04E+00
Dok7	docking protein 7 [Source:RGD Symbol;Acc:1566416]	4.51E-24	1.44E+00
Fam161a	FAM161 centrosomal protein A [Source:RGD Symbol;Acc:1304999]	2.14E-14	1.03E+00
Ccnf	cyclin F [Source:RGD Symbol;Acc:67401]	2.51E-14	1.05E+00
Tnfrsf19	TNF receptor superfamily member 19 [Source:RGD Symbol;Acc:1564996]	1.12E-50	1.30E+00
Serpinb1a	serpin family B member 1A [Source:RGD Symbol;Acc:1306203]	4.48E-12	1.03E+00
Vgf	VGF nerve growth factor inducible [Source:RGD Symbol;Acc:69399]	2.47E-12	1.05E+00
Mmp11	matrix metalloproteinase 11 [Source:RGD Symbol;Acc:3099]	3.40E-13	1.02E+00

Table S2. Expression levels of genes related to PI metabolism pathways between the Control (Group 1) and the TDP43+EA groups (Group 3)

Ingenuity Canonical Pathways	-log(B-H p-value)	log2 Ratio
3-phosphoinositide Degradation	2.05E+00	1.11E-01
D-myo-inositol-5-phosphate Metabolism	1.95E+00	1.09E-01
Superpathway of Inositol Phosphate Compounds	1.95E+00	1.03E-01
D-myo-inositol (1,4,5,6)-Tetrakisphosphate Biosynthesis	1.77E+00	1.07E-01
D-myo-inositol (3,4,5,6)-tetrakisphosphate Biosynthesis	1.77E+00	1.07E-01
3-phosphoinositide Biosynthesis	1.54E+00	9.85E-02

Table S3. List of qPCR primers used in experiments in Figure 6

Hmox1(Ho-1)_Rn00561387_m1
Sqstm1_Rn00709977_m1
Pik3cb_Rn00585107_m1
Nfe2l2_Rn00582415_m1
Plcg2_Rn01431998_m1
Stip1_Rn01647759_g1
Nefl_Rn00582365_m1
Acsl6_Rn00590587_m1
Mt2A,Mt1m_Rn01536588_gH
GlrX_Rn00574074_m1
Alpl_Rn01516028_m1
Nup43_Rn01440850_m1
Actb_Rn00667869_m1

How the deposited data were processed for this re-analysis (not part of the article)

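RNA of differentiated 1464R cells was sequenced in 12 libraries, 3 each of Control, Eda, TDP-43 + EA and TDP-43 + EA + Eda. Per the paper, 1.0 ng of RNA with an RNA integrity number of at least 7 was made into cDNA with 13 cycles of PCR and into libraries with 12 cycles, and read in pairs of 150 bases. The paper and the submitters' processing notes name bcl2fastq 2.20, the DRAGEN platform 3.6.3, the rat assembly Rnor 6.0 and the transcripts of Ensembl release 101, and for the statistics R 3.6.0 with DESeq2 1.26.0.

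The deposited expected counts are the authors' estimated reads per gene from DRAGEN at default parameters, not normalized; 2217 to 2752 of 32883 genes per library have a value that is not whole. The deposited TPM values were made by the authors, per the paper's formula, by dividing the reads of each transcript by its length and scaling each library to a sum of 1e6. TPM recomputed from the gene counts and gene lengths in the deposited tables lay within 10% of them for 13.9 to 15.7% of genes per library with a recomputed value of at least 1, so they do not follow from these gene counts and lengths. Principal components, distances and limma-trend use the deposited values as they stand. The strand setting, the handling of reads shared between genes and any filter ahead of these values are not given in the sources used here. Expected counts were rounded to whole numbers. The deposited tables also carry the Gene Ontology (GO) annotation that was used.

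Totals per library had medians of 22.0 M counts in Control (1 M is 1e6), 23.4 M in Eda, 20.9 M in TDP-43 + EA and 19.7 M in TDP-43 + EA + Eda. The 11 libraries other than TDP-43 + EA + Eda replicate 1 lay between 17.42 and 24.6 M. The 10 most abundant genes took 8.76 to 9.70% of the counts in Control and 11.8 to 13.7% in TDP-43 + EA + Eda. Mitochondrially encoded genes took 2.03 to 2.23% and 1.27 to 1.58%. Where a group has no count of a gene, its level was taken as at most 3 counts per library, which covers counting error only, since no molecular identifiers are named for the reads. No pair of libraries in a group was a near copy, with a chi-square per gene of 11.3 to 69.8 between them.

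Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes kept by its default filter (13230 of 19455 with a count), TMM factors, robust quasi-likelihood fits over all 12 libraries and a Benjamini-Hochberg adjustment per comparison. The TMM factors were 1.04 to 1.09 in Control, 1.06 to 1.100 in Eda, 1.02 to 1.04 in TDP-43 + EA and 0.829 to 0.860 in TDP-43 + EA + Eda. A DEG has an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper; without the fold minimum genes are said to have risen or fallen. All 6 pairs of groups and the interaction of edaravone with TDP-43 + EA were tested. CPM values are scaled by TMM.

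Gene lists were fixed before the data were examined and tested in limma 3.58.1 with camera on voom values, at a preset correlation of 0.01 and with the correlation estimated, and with fry, adjusted over the lists of the 3 main comparisons. The lists are Nrf2 targets and regulators, cytosolic chaperones, ER chaperones and ER-associated degradation, ATF4 and CHOP targets, autophagy and lysosome, phosphoinositide kinases and phosphatases, dual specificity phosphatases, metallothioneins and zinc response, p53 targets and pro-apoptotic genes, immediate early genes, 26S proteasome subunits, cholesterol synthesis, interferon-stimulated genes, NF-kB targets and cytokines, cell cycle genes, mitochondrially encoded genes, neuronal markers, motor neuron markers, astrocyte markers, oligodendrocyte lineage markers, neural stem cell markers, mesenchymal and vascular markers and microglia and macrophage markers, and Table 2 genes, Figure 6 qPCR genes and Table S1 genes, the last 3 chosen by the study itself and so not independent evidence. Of 610 symbols in the 26 lists, 591 were found by symbol, 5 by Entrez number and 14 not. Each member was also adjusted over its list alone. GO terms with at least 3 genes were tested by exact one-sided hypergeometric tests of the DEGs against the annotated genes tested, a choice made after the files had been seen. Principal components were taken from unscaled TPM of genes with a variance of at least 1, and distances from log2(TPM + 1), in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; plots were drawn in matplotlib 3.10.9.

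Genes named in the text are those the paper names, the 10 DEGs with the largest change in each direction among genes with a mean of at least 50 counts in the higher group and no overlap between the groups, and the 4 members of each list with the smallest adjusted p; the values of Table 2, Table S1 and the figures had been seen when this rule was set. Genes outside it are said to have been picked after their values were seen.

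The alternatives were DESeq2 1.42.0 with plain and with shrunken fold changes (the latter the kind that the paper names, from another version), RLE factors, library size alone, no filter on low counts, at least 10 counts in every library, an adjusted p of 0.01, no fold minimum and only the groups compared in the fit. Further ones were limma-trend on TPM of genes with at least 1 TPM in 3 libraries, with a pseudocount of 1 or 0.1, and of all genes, a replicate block, and each library left out in turn. After the data were seen, TDP-43 + EA + Eda replicate 1 was also thinned to the median depth, copies of Hspa8 and Hspa1b were summed, and GO terms were tested for higher and lower DEGs apart.

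The edgeR test was tested on simulated counts, drawn from the mean levels of Control with the fitted spread and the real library sizes. Changes were added in TDP-43 + EA to genes above a minimum level in Control. As many genes were raised as lowered, all others were left unchanged, and no replicate effects were shared. At a log2 size of 1.5 it found 91 of 100 changed genes and at 3 it found 98 of 100, and 4 of 193 called genes were unchanged ones. In the data far more genes passed and the TMM factors of TDP-43 + EA + Eda were lower, so these rates may not hold there. Cell viability, qPCR and Ingenuity pathway results of the paper were not analysed here, and the values of some single genes that the rule above picks are not reported here. The 2900 genes with no name or a repeated one were kept under their identifiers.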

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

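The tests of composition scaling, of the depth of TDP-43 + EA + Eda replicate 1, of the Hspa8 copies and of the oligodendrocyte markers, the draws with replicate effects and the fit of Tardbp with a replicate block were chosen after those results were seen; the tests of other splits, of the shared TDP-43 + EA libraries without such effects and of the Tardbp slope without that block were not.

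Edaravone acted differently in cells with and without TDP-43 + EA for 2045 genes by the edgeR test of the interaction, 1114 more positive with TDP-43 + EA and 931 more negative. Of these genes 1978 also passed in TDP-43 + EA + Eda against TDP-43 + EA. They include 497 of the 774 DEGs of edaravone in TDP-43 + EA cells. In Eda against Control no gene of all passed in edgeR, 539 had an unadjusted p under 0.05 and DESeq2 called 3 DEGs. The interaction is a difference between groups that the paper does not test; leaving out single libraries gave at least 1356 and at most 2607 such genes.

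Gene groups that the paper does not name as such passed in limma camera for TDP-43 + EA against Control, as medians of the log2 fold change. Immediate early genes stood at 2.00, NF-kB targets and cytokines at 1.08, 26S proteasome subunits at 0.27 and oligodendrocyte lineage markers at -1.20; with an estimated correlation all 4 calls are lost (limma camera adjusted p = 0.093, 0.096, 0.34 and 0.28). Cell cycle genes stood at 0.92, with 15 of 29 higher and none lower (16 higher adjusted over the list alone; limma camera adjusted p = 9.5e-05, and adjusted p = 0.0448 with an estimated correlation), such as the replication gene Mcm7 (1.07, SE 0.12) and the spindle checkpoint genes Bub1b (6.29, SE 0.74) and Bub1 (2.24, SE 0.32).

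Other such signals belong to TDP-43 + EA + Eda against TDP-43 + EA, where ATF4 and CHOP targets stood at 0.66 (call lost with an estimated correlation, limma camera adjusted p = 0.086) and immediate early genes at 0.62 (11 of 23 higher and 1 lower, the same adjusted over the list alone; limma camera adjusted p = 0.0029, and adjusted p = 0.31 with an estimated correlation); without TDP-43 + EA + Eda replicate 1 the latter stood at 0.30. Targets of p53 and pro-apoptotic genes stood at 0.21 (7 of 20 higher and none lower, the same adjusted over the list alone; limma camera adjusted p = 0.017, and adjusted p = 0.20 with an estimated correlation), but at -0.07 with library size alone. Proteasome subunits stood at 0.17 (9 of 30 higher and 1 lower, the same adjusted over the list alone; limma camera adjusted p = 0.0029, and adjusted p = 0.57 with an estimated correlation), but at -0.10 with library size alone, and without TDP-43 + EA + Eda replicate 2 at 0.10 (adjusted p = 0.12), where the call is lost. Mitochondrially encoded genes stood at -0.29 (6 of 13 lower and none higher, the same adjusted over the list alone; limma camera adjusted p = 0.0029, and adjusted p = 0.56 with an estimated correlation), with Mt-nd3 at -0.91, SE 0.12 and Mt-nd4l at -0.86, SE 0.13. Tardbp, which the paper lists only for TDP-43 without EA, was higher by 0.90, SE 0.21 (edgeR adjusted p = 0.0044, and 0.0017 to 0.058 over all alternatives).

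DEGs of TDP-43 + EA against Control lay further from Control in TDP-43 + EA + Eda in 61.8% of cases. The TDP-43 + EA libraries stand in both comparisons, but the highest share among simulated unchanged groups was 42.2%, and 44.1% when drawn with replicate effects, so the shared libraries alone do not give this value. The lower of the shares without TDP-43 + EA + Eda replicate 1 and with it thinned was 61.4%, which argues against depth as the whole cause. With library size alone the share was 61.8%. That setting shifts the fold changes with edaravone down together, so higher DEGs lose the same sign while lower DEGs gain it. The pooled share therefore cannot decide on scaling, and higher and lower DEGs were not counted apart. Tardbp was 0.88 higher (log2 CPM) in TDP-43 + EA + Eda than in TDP-43 + EA. Of the DEGs, 965 other than Tardbp had the same sign in both comparisons. Their mean log2 CPM, signed by the change in TDP-43 + EA, differed by 0.661 between these groups. These genes were picked by that sign, so the difference was bound to be positive and is not that of all DEGs. The slope of their mean on Tardbp within the groups (0.145, SE 0.0778, 3 degrees of freedom) predicts at most 0.344 of this difference (upper 95% bound). A fit with the replicate number as a block was added after the data were seen. It predicts 0.612 (95% bounds -2.32 to 3.54, 1 degree of freedom), since same-numbered libraries vary together. More TDP-43 transcript and an action of edaravone on the stressed cells therefore cannot be told apart in these libraries, with 3 per group. The paper's supplement bears on this with further groups that were not analysed here. Against control cells it reports few DEGs for TDP-43 without EA. For EA without TDP-43 it reports nearly as many DEGs as for both together. It also reports similar GO categories for edaravone's DEGs in EA-treated cells with and without TDP-43. Survival of cells that would otherwise have been lost was not tested.

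The GO term of translocation complex disassembly in chaperone-mediated autophagy passed among the DEGs of edaravone through 4 entries that are near-identical to Hspa8. Their log2 fold changes lie within 0.143 of that of Hspa8, as they would if reads of 1 gene were shared among them, so the term may rest on a single gene. Hspa8 and its copies together took 0.852% of the counts in TDP-43 + EA and 1.62% with edaravone, so the higher level of the family does not depend on how its reads were divided. Which entry was transcribed is open, and an effect of edaravone on the process itself was not tested.

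Oligodendrocyte lineage markers were lower in TDP-43 + EA than in Control, a list of 15 measured genes with summed levels of 57147 CPM in Control and 29509 CPM in TDP-43 + EA. Their log2 fold changes had an SD of 0.830 against a median SE of 0.166, so they did not fall by 1 factor. Loss of a single kind of cell would lower all markers by 1 factor only if no other cells expressed them. The libraries do not show this, so the spread cannot decide on such a loss. Lower transcription and loss of cells may both contribute, and the libraries give no count of cells to part them. In the same comparison neuronal markers ranged from -2.56 to 1.53 and astrocyte markers from -1.49 to 2.21.

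Groups of 3 libraries allow 10 splits of 6 libraries, too few for a share under 0.05. The real split gave 1563 DEGs for TDP-43 + EA against Control, 774 for TDP-43 + EA + Eda against TDP-43 + EA, 3158 for TDP-43 + EA + Eda against Control, 1597 for TDP-43 + EA against Eda and 3170 for TDP-43 + EA + Eda against Eda, and the highest of the other splits was 0 in each, so that 1 of 10 splits reached the real count. For Eda against Control the real split gave 0 and the highest other 1, with 10 of 10 splits as large. Since no split can give fewer than 0, that was bound to be so and tells nothing about an effect of edaravone.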

How the results depend on the processing

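The depth thinned in TDP-43 + EA + Eda replicate 1, the summed Hspa8 and Hspa1b copies and every alternative for GO terms were chosen after the data were seen. Across all alternatives, counts of genes stayed within 1.5 times the reported one in 304 of 350 cases, named genes kept their call or lack of one in 6355 of 6599 (205 lost the call and 39 gained one), lists in 2054 of 2178 (68 lost, 54 gained and 2 reversed) and GO terms in 760 of 808 (21 lost, 24 gained and 3 reversed). For lists the direction counted is that of camera or fry, and camera's is relative to the other genes, so a median can change sign while the call stays. Medians changed sign in 167 of the list values (151 with no call in either setting). Among named genes 17 values changed sign, none with a call. Of GO term values 90 crossed the number expected by chance, 87 with no call in either setting and 3 with a call. With edaravone in TDP-43 + EA cells, medians of lists with a call turned negative with library size alone and in all 3 settings on TPM: autophagy and lysosome genes (-0.07 to -0.04), p53 targets and pro-apoptotic genes (-0.07 to -0.02) and proteasome subunits (-0.10 to -0.08). Where a value changed, the cause was not tested. DEG counts are given as higher and lower.

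With no fold minimum there were 2592 and 2473 genes for TDP-43 + EA against Control, 2038 and 1989 for TDP-43 + EA + Eda against TDP-43 + EA, 3581 and 4027 for TDP-43 + EA + Eda against Control, 2699 and 2489 for TDP-43 + EA against Eda and 3578 and 4015 for TDP-43 + EA + Eda against Eda, since more genes pass; 66.9% of those of the first comparison had the same sign with edaravone. At an adjusted p of 0.01, 343 genes were lower with edaravone in TDP-43 + EA cells, 799 passed the interaction, and 65.3% had the same sign.

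With library size alone, TDP-43 + EA + Eda against TDP-43 + EA gave 80 and 1077 DEGs, TDP-43 + EA + Eda had 2666 lower DEGs against Control and 2893 against Eda, and 3304 genes passed the interaction. In limma-trend on log2(TPM + 1), higher DEGs were 589 for TDP-43 + EA against Control, 73 for TDP-43 + EA + Eda against TDP-43 + EA, 1 for Eda against Control, 886 for TDP-43 + EA + Eda against Control and 585 for TDP-43 + EA against Eda. TDP-43 + EA + Eda against Eda gave 868 and 2366, the interaction 3182 genes, and the same sign 66.7%. On log2(TPM + 0.1) it was 89 and 948 for TDP-43 + EA + Eda against TDP-43 + EA, 1 higher for Eda against Control, 1034 and 2700 for TDP-43 + EA + Eda against Control, 997 and 3021 against Eda, 3163 for the interaction and 64.9% of the same sign. On log2(TPM + 1) of all genes, higher DEGs were 594 for TDP-43 + EA against Control, 73 for TDP-43 + EA + Eda against TDP-43 + EA, 887 against Control and 587 for TDP-43 + EA against Eda; Eda against Control had 2 lower, TDP-43 + EA + Eda against Eda 870 and 2358, and 65.9% had the same sign. There the median of autophagy and lysosome genes with edaravone in TDP-43 + EA cells was -0.041 (adjusted p = 0.13) and that of proteasome subunits reversed to -0.077 (adjusted p = 0.82).

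DESeq2, with plain or shrunken fold changes, called 2 higher and 1 lower for Eda against Control, and 2 and 1 with shrinkage. Its plain fold changes gave autophagy and lysosome genes in TDP-43 + EA against Control a median of 0.042 (adjusted p = 0.034), and with edaravone in TDP-43 + EA cells ER chaperones and ER-associated degradation 0.22 (adjusted p = 0.0021) and phosphoinositide kinases and phosphatases 0.19 (adjusted p = 0.0016); shrunken ones gave 0.042 (adjusted p = 0.034), 0.21 (adjusted p = 0.0021) and 0.19 (adjusted p = 0.0016), so that all 3 lists passed. With no filter on low counts, phosphoinositide kinases and phosphatases passed at 0.14 (adjusted p = 0.0476) with edaravone in TDP-43 + EA cells. In fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes, autophagy and lysosome genes passed in TDP-43 + EA against Control at 0.035 (adjusted p = 6.4e-05), and with edaravone ER chaperones and ER-associated degradation at 0.17 (adjusted p = 5.5e-04) and phosphoinositide kinases and phosphatases at 0.14 (adjusted p = 7.5e-04). With the correlation estimated, camera lost cytosolic chaperones in TDP-43 + EA against Control (1.21, adjusted p = 0.28) and with edaravone Nrf2 targets and regulators (0.67, adjusted p = 0.086) and cytosolic chaperones (0.62, adjusted p = 0.28).

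Leaving out 1 library at a time, higher DEGs of Eda against Control ranged from 0 to 1 (without Eda replicate 3) and interaction genes from 1356 (without Control replicate 1) to 2607 (without TDP-43 + EA + Eda replicate 2). The same-sign share ranged from 58.3% (without TDP-43 + EA replicate 3) to 64.0% (without TDP-43 + EA replicate 1), and the median of phosphoinositide kinases and phosphatases with edaravone from 0.052 (without TDP-43 + EA replicate 1) to 0.21 (without TDP-43 + EA replicate 3, where it passed at adjusted p = 0.035). That list passed in 2 of 12 such cases (lowest limma camera adjusted p = 0.016). The median of cholesterol synthesis genes in Eda against Control ranged from -0.089 (without Control replicate 2) to 0.12 (without Control replicate 3), a reversal.

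Libraries with the same replicate number are not said to share a batch: 17 of 18 pairs with the same number in different groups had a Pearson r above 0.1 across 9811 genes, each relative to its group mean (lowest 0.0960, median 0.166, and -0.0859 for other pairs). As a hint from the data, 12 of 12 libraries correlated best with their own number; genes are not independent replicates. With the replicate number as a block, DEGs were 989 and 602 for TDP-43 + EA against Control, 258 and 554 for TDP-43 + EA + Eda against TDP-43 + EA and 0 and 0 for Eda against Control. Among the named genes and lists the replicate block changed 4 calls and no other: with edaravone in TDP-43 + EA cells Olig2 (0.39, adjusted p = 0.013), Col1a1 (1.11, adjusted p = 0.033) and Cd68 (1.02, adjusted p = 0.038) passed, and interferon-stimulated genes in Eda against Control (0.10, adjusted p = 0.071) did not.

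Among GO terms, cytoplasm in TDP-43 + EA + Eda against TDP-43 + EA reversed from fewer to more genes than chance with no fold minimum (1.08 times the expected number), and translocation complex disassembly in chaperone-mediated autophagy went to 0 genes in both settings on log2(TPM + 1). The first and next principal components held 58.0% and 12.3% with genes scaled to unit variance and 68.6% and 8.88% on log2(TPM + 1); without 1 library they ranged from 92.4 to 94.1% and from 2.93 to 4.48%. Mean distances between a library of one group and a library of another on log2(TPM + 0.1) were 64.7 for Control to Eda, 108 for Control to TDP-43 + EA, 138 for Control to TDP-43 + EA + Eda, 108 and 139 for Eda to the same, and 91.7 for TDP-43 + EA to TDP-43 + EA + Eda. On log2 CPM they were 90.3 and 119 from Control and 90.2 and 119 from Eda to TDP-43 + EA and TDP-43 + EA + Eda.

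Depth limits genes at a few counts. At a floor of 3 counts per library, Egr3, an immediate early gene with no count in Control, can only be said to be at least 9.46-fold higher in TDP-43 + EA, and Txndc2, at 0.320 (SD 0.0787) CPM in TDP-43 + EA, lost its call under several settings. In simulated changes of a log2 size of 1.5, 9 of 100 genes were missed. Those genes lay above a minimum level in Control, so this does not tell how many are missed at a few counts.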

Differences from the paper's values

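The GO terms and every alternative for them were chosen after the data were seen; the alternatives named for counts, fold changes and components were set before the data were examined. The thresholds for DEGs are the paper's. For lower DEGs of TDP-43 + EA + Eda against TDP-43 + EA the paper's value is 260 and the value here 523; only an adjusted p of 0.01 (343) came within 1.5 times the paper's value, and the other alternatives, the paper's own DESeq2 with shrunken fold changes (444) included, did not. For all DEGs of that comparison the paper's value is 429 and the value here 774. An adjusted p of 0.01 (545), at least 10 counts in every library (627), limma-trend on log2(TPM + 1) (613), the same for all genes (604) and leaving out TDP-43 + EA + Eda replicate 1 (607) came within 1.5 times, and the other alternatives, with 715 for shrunken DESeq2 fold changes, did not.

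Of 36 fold changes in the paper's Table 2, all 36 have the same sign here and 31 lie within 1 standard error; each alternative below is held to its own standard error. For Txndc2 in TDP-43 + EA against Control the paper's log2 fold change is 0.917 and the value here 4.04; DESeq2 with shrunken fold changes gave 1.38, within the error, and the other alternatives did not come within it. For Txndc2 in TDP-43 + EA + Eda against TDP-43 + EA the paper's value is 1.153 and the value here 2.37; shrunken fold changes (1.70) and leaving out TDP-43 + EA + Eda replicate 1 (2.12) came within the error, the others not. In the same comparison the paper's value for Nefl is -1.778 and the value here -2.54, with -2.16 for shrunken fold changes, the only alternative within the error. For Acsl6 the paper's value is -1.582 and the value here -2.24, and no alternative came within the error, the nearest on counts being -1.95 with shrunken fold changes. For Mt2A the paper's value is -1.425 and the value here -1.94; shrunken fold changes (-1.66) and leaving out TDP-43 + EA replicate 1 (-1.79), TDP-43 + EA + Eda replicate 2 (-1.84) or TDP-43 + EA + Eda replicate 3 (-1.69) came within the error, the others not.

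For the first principal component the paper's share is about 59% in Fig. 3, read by eye, and the value here 92.8%, and for the next one about 13% in Fig. 3, read by eye, and 4.15%. Genes scaled to unit variance (58.0% and 12.3%) and log2(TPM + 1) (68.6% and 8.88%) came within 1.5 times of both, while dropping the variance limit or leaving out a library did not.

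The paper's text states that ALPL was down with TDP-43 + EA and up with edaravone, while here Alpl was up (1.52, SE 0.30 on the log2 scale) and then down (-1.39, SE 0.30), the directions that the paper's Table 2 also gives.

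The paper took its GO data from BioMart, tested its own DEGs and does not state its background. Here the deposited annotation, the DEGs of edgeR and a background of annotated genes tested were used. The GO results below are therefore not from like sets, and the cause of a difference was not tested. GO terms that the paper names for TDP-43 + EA against Control and that did not pass here among all DEGs (exact hypergeometric tests) are protein binding, identical protein binding, metal ion binding, positive and negative regulation of transcription by RNA polymerase II, cytoplasm and nucleus, with adjusted p of 0.11, 0.093, 1, 0.66, 0.41, 0.32 and 1. With no fold minimum protein binding, identical protein binding and cytoplasm passed, identical protein binding also with only the groups compared in the fit (0.0475) and without Control replicate 2 (0.038); without TDP-43 + EA replicate 1 negative regulation of transcription passed; among the higher DEGs alone, positive regulation of transcription, cytoplasm and nucleus passed. For TDP-43 + EA + Eda against TDP-43 + EA these are transferase activity, transfer of glycosyl groups, response to unfolded protein, protein refolding, late endosomal microautophagy and cytoplasm, with adjusted p of 1, 1, 0.058, 0.31, 0.091 and 1. Response to unfolded protein passed at an adjusted p of 0.01 for DEGs (0.028), in DESeq2 (0.025), with RLE factors (0.0027), with no filter on low counts (0.039), with at least 10 counts in every library (0.026) and without any of 5 libraries (lowest 0.0071, without TDP-43 + EA replicate 3). Protein refolding passed with RLE factors (0.013) and without TDP-43 + EA replicate 3 or TDP-43 + EA + Eda replicate 2, late endosomal microautophagy at an adjusted p of 0.01 for DEGs (0.028) and without TDP-43 + EA replicate 3, and cytoplasm with no fold minimum. Among the higher DEGs alone, response to unfolded protein, protein refolding and late endosomal microautophagy passed.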

Other observations

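The sum of the Hspa1b copies and the choice of lists shown first came after the values were seen, while the lists and their tests were set earlier. Some genes of neural stem cells rose in TDP-43 + EA against Control, with 4 of 10 higher and 0 lower (the same adjusted over the list alone; median 0.19, limma camera adjusted p = 0.16). The Notch target Hes1 rose from 0.586 (SD 0.285) to 10.3 (SD 1.22) CPM (log2 fold change 4.13, SE 0.38, edgeR adjusted p = 1.4e-06) and Id1, an inhibitor of differentiation factors, by 1.43, SE 0.19 on the log2 scale. With edaravone the list split into 2 of 10 higher and 2 lower (3 and 2 adjusted over the list alone; median -0.03, limma camera adjusted p = 0.75), with the receptor gene Notch1 at 0.74, SE 0.09. Astrocyte markers had 2 of 11 higher and 3 lower (the same adjusted over the list alone; median -0.37, limma camera adjusted p = 0.45) in TDP-43 + EA and 3 of 11 higher and 3 lower (the same adjusted over the list alone; median -0.09, limma camera adjusted p = 0.85) with edaravone; the glial factor gene Sox9 rose by 2.21, SE 0.24 and again by 1.52, SE 0.23, while the glutamine synthetase gene Glul fell (-1.49, SE 0.13). Neuronal markers had 4 of 17 higher and 6 lower (5 and 6 adjusted over the list alone; median -0.58, limma camera adjusted p = 0.47) in TDP-43 + EA, with the growth cone gene Gap43 at -1.90, SE 0.25 and Uchl1 at 1.32, SE 0.18, and 2 of 17 higher and 2 lower (the same adjusted over the list alone; median 0.07, limma camera adjusted p = 0.93) with edaravone, where the mean was -0.10, the median turns to -0.21 with library size alone and Mapt was at 0.72, SE 0.12.

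Some metallothionein and interferon genes fell with edaravone in TDP-43 + EA cells. Metallothioneins and zinc response genes had 1 of 6 higher and 3 lower (the same adjusted over the list alone; median -1.17, limma camera adjusted p = 0.24). Interferon-stimulated genes had 6 of 18 higher and 1 lower (the same adjusted over the list alone; median 0.31, limma camera adjusted p = 0.33) in TDP-43 + EA, with Irf1 at 1.91, SE 0.19 and Mx2 at -1.58, SE 0.23, and 0 of 18 higher and 4 lower (the same adjusted over the list alone; median -0.50, limma camera adjusted p = 0.076) with edaravone, where Ifi27 stood at -0.51, SE 0.10. NF-kB targets had 5 of 13 higher and 0 lower (the same adjusted over the list alone; median 0.43, limma camera adjusted p = 0.090) with edaravone. Oligodendrocyte lineage markers had 2 of 15 higher and 0 lower (1 and 0 adjusted over the list alone; median 0.14, limma camera adjusted p = 0.42) with edaravone, with a median of -0.14 with library size alone.

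Targets of p53 and pro-apoptotic genes had 7 of 20 higher and 3 lower (the same adjusted over the list alone; median -0.02, limma camera adjusted p = 0.31) in TDP-43 + EA, where the mean was 0.26, with Bcl2l11, a pro-apoptotic gene, at 1.91, SE 0.16 and Ccng1 at -1.22, SE 0.16; with edaravone Mdm2, a p53 target, stood at 1.00, SE 0.10 and Cdkn1a at 1.16, SE 0.12. Cell cycle genes had 3 of 29 higher and 4 lower (3 and 3 adjusted over the list alone; median -0.44, limma camera adjusted p = 0.24) with edaravone, with Pcna at 0.43, SE 0.10, a call lost in some settings. Cholesterol synthesis genes had 6 of 23 higher and 2 lower (the same adjusted over the list alone; median 0.11, limma camera adjusted p = 0.32) in TDP-43 + EA and 3 of 23 higher and 4 lower (the same adjusted over the list alone; median 0.07, limma camera adjusted p = 0.84) with edaravone, where the median turns to -0.21 with library size alone; Stard4 stood at 0.91, SE 0.22 in TDP-43 + EA. Motor neuron markers had 0 of 3 higher and 1 lower (the same adjusted over the list alone; median -0.45, limma camera adjusted p = 0.52) in TDP-43 + EA and 0 of 3 higher and 0 lower (1 and 0 adjusted over the list alone; median 0.40, limma camera adjusted p = 0.75) with edaravone. Mesenchymal and vascular markers had 0 of 3 higher and 1 lower (the same adjusted over the list alone; median 0.49, limma camera adjusted p = 0.84) in TDP-43 + EA, where camera pointed down and the median is 0 with a gene at no count set to its bound, and 0 of 3 higher and 0 lower (the same adjusted over the list alone; median 1.14, limma camera adjusted p = 0.84) with edaravone. Microglia and macrophage markers had 1 of 2 higher and 0 lower (the same adjusted over the list alone; median 0.38, limma camera adjusted p = 0.75) in TDP-43 + EA and 0 of 2 higher and 0 lower (1 and 0 adjusted over the list alone; median 0.82, limma camera adjusted p = 0.36) with edaravone.

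Genes of Table S1, chosen by the study as changed by TDP-43 without EA and so not independent evidence, had 5 of 11 higher and 2 lower (the same adjusted over the list alone; median 0.51, limma camera adjusted p = 0.15) in TDP-43 + EA and 4 of 11 higher and 0 lower (the same adjusted over the list alone; median 0.45, limma camera adjusted p = 0.10) with edaravone, Tardbp being 1 of them. Ccnf, a cyclin gene, stood at 1.23, SE 0.18 and 1.03, SE 0.18 in these comparisons. Actb differed between TDP-43 + EA + Eda and TDP-43 + EA by -0.11, SE 0.08 (edgeR adjusted p = 0.31), and with library size alone by -0.38 (adjusted p = 0.0011; range over all alternatives 3.1e-04 to 0.62). TDP-43 + EA + Eda differed from Control in 1673 higher and 1485 lower genes and from Eda in 1643 and 1527, and TDP-43 + EA from Eda in 993 and 604. Hspa1b and its copy LOC108348108, picked after its value was seen, took 0.00324% of the counts in Control, 1.80% in TDP-43 + EA and 2.97% in TDP-43 + EA + Eda.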
